# Base editing-derived models of human *WDR34* and *WDR60* disease alleles replicate retrograde intraflagellar transport (IFT) and hedgehog signaling defects

**DOI:** 10.1038/s42003-026-10507-2

**Published:** 2026-07-01

**Authors:** Dinu Antony, Elif Yilmaz Güleç, Anna Klawonn, Zeineb Bakey, Isabel Schüle, Gwang-Jin Kim, Toni Cathomen, Ilona Skatulla, Han G. Brunner, Sebastian J. Arnold, Miriam Schmidts

**Keywords:** Development, Molecular medicine, Paediatric kidney disease

## Abstract

Cytoplasmic Dynein-2 / IFT-dynein is the only known retrograde motor for intraflagellar transport. Dysfunction of the two intermediate dynein chains WDR34 and WDR60 causes Short Rib Thoracic Dystrophy (SRTD), a human skeletal chondrodysplasias with high lethality. However, individual protein functions are incompletely understood as complete loss of function of WDR34 or WDR60 is lethal in vertebrates and individuals with SRTD carry at least one putative hypomorphic missense allele. Gene knockout is therefore not suitable to study the effect of these human missense disease alleles. Therefore, using CRISPR single base editors, we recreate three different human disease missense alleles, including a novel WDR60 variant, p.Ala968Val identified in this study. Consistent with previous findings in the dynein-2 full loss of function models and patient fibroblasts, mutant cell lines show hedgehog signaling defects as well as disturbed retrograde IFT. Transcriptome analyses reveal differentially regulated expression of genes associated with various biological processes, including regulation of the actin cytoskeleton. Further, we observe differential regulation of genes associated with Golgi intracellular transport. In addition to providing cellular model systems enabling investigations of the effect of human SRTD disease alleles, our findings indicate non-ciliary functions for WDR34 and WDR60 in addition to the established roles as components of the retrograde IFT motor complex in cilia.

## Abstract (web summary)

Base editing derived cell models shed light on the role of ciliary dynein complex components for intraflagellar transport, hedgehog signaling and differential regulation of genes associated with Golgi intracellular transport using human disease alleles.

## Introduction

Dyneins are minus-end-directed multiprotein motor complexes consisting of heavy-, intermediate-, light intermediate-, and light-chains. Powered by ATP, dynein motors transport various cargoes, vesicles, and organelles along microtubules. Three different types of dynein motors can be distinguished: axonemal dyneins, dynein-2 (intraflagellar Transport (IFT) dynein), and cytoplasmic dynein^1^. While cytoplasmic dynein is essential for retrograde transport along cytosolic microtubules and mitotic spindle arrangement^2^, axonemal dyneins and IFT dynein are solely found in cilia^1^. Axonemal dyneins are essential for ciliary motility, and dysfunction of axonemal dynein motor proteins causes primary ciliary dyskinesia (PCD) (MIM #244400), a chronic respiratory disease characterized by recurrent respiratory infections, laterality defects, and subfertility^3^. Dynein-2 is the only known ciliary retrograde motor complex and controls the transport of cargo from the tip of the cilia back to the base (retrograde IFT) (Fig. 1A).

**Fig. 1:**
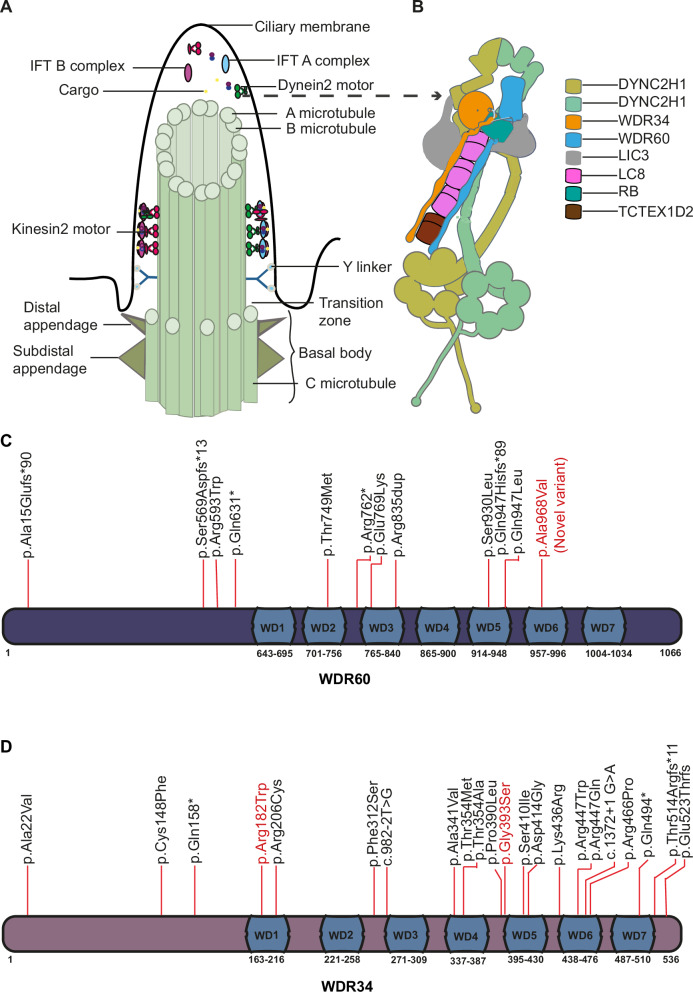
Primary cilia ultrastructure, intraflagellar transport, and cytoplasmic dynein-2 composition and function. **A** Kinesin-2 motor powers the anterograde transport, and a dynein-2 motor powers the retrograde cargo traffic. IFT-A and IFT-B complexes attach to the motor complexes and serve as cargo adapters. **B** Schematic of Dynein-2 motor structure. The two intermediate chains, WDR34 and WDR60, bind to the heavy chains as a heterodimeric complex with light chain binding mediated by the N-terminal domains, adapted from refs. ^47,66^. **C** WDR60 protein structure. Known human SRTD disease alleles are indicated; the novel, not previously described disease variant reported in this paper and recreated in cilia–APEX–IMCD3 cells is marked in red. **D** WDR34 protein structure. Known human SRTD disease alleles; the variants recreated in cilia-APEX-IMCD3 cells are marked in red.

Dynein-2 dysfunction results in a ciliopathy phenotype known as “short rib thoracic dysplasia/dystrophy (SRTD)” in humans. Shortened ribs and long bones resulting in a constricted thoracic cage, pulmonary hypoplasia, and polydactyly are hallmark features of SRTD. Radiologically, so-called handlebar clavicles, a trident appearance of the acetabular roof, and cone-shaped epiphyses can be observed. Individuals with short-rib polydactyly syndromes (SRPS; MIM #611263, MIM #613091, MIM #263520, MIM #269860, and MIM #614091) hereby represent the severe end of the phenotypic spectrum, with affected individuals dying prenatally or soon after birth due to cardiorespiratory failure. Jeune syndrome (Asphyxiating Thoracic dystrophy; JATD, MIM 208500) patients present the milder end of the phenotypic spectrum and often survive beyond the neonatal period^4,5^. While structural heart defects, cystic kidneys, and CNS malformations have been described in a subset of SRPS cases, this is not usually the case for JATD individuals^4,5^.

Recessively-inherited mutations causing SRTD have been identified in most genes known to encode for dynein-2 subunits, including the heavy chain *DYNC2H1*^6^, the two intermediate chains *WDR34*^7,8^ and *WDR60*^9^, the light intermediate chain *DYNC2LI1*^10^, and the light chain *TCTEX1D2*^11^. No mutations have been identified in other light chains to date. A schematic of dynein-2 structure is shown in Fig. 1B. *WDR60* variants have been recently reported in a family with retinal degeneration and polydactly but without any skeletal dysplasia phenotype^12^, while *WDR34* variants have been additionally identified in a case with non-syndromic rod cone dystrophy (RCD)^13^. WDR60 and WDR34 protein structures and localization of published disease-causing variants are shown in Fig. 1C, D, respectively. Interestingly, all human SRTD cases reported to date carry at least one presumably hypomorphic (mostly missense) allele^7–9,14^. This is in line with the observation that complete knockout of *Dync2h1*, *Wdr34,* or *Wdr60* is lethal around mid-gestation in mice^15–17^, and results in severe ciliogenesis defects also in vitro^18^. This is not observed in *WDR34* mutant patient fibroblasts or WDR60 mutant JATD fibroblasts, while WDR60 mutant SRPS fibroblasts have been found to exhibit lower ciliation rates than controls^7,9^.

Recreating hypomorphic human disease alleles is better suited to study the effect of patient missense alleles than gene knockout, as these alleles retain some function and do not affect the ciliary structure to the same extent as a complete knockout. Especially, it allows avoiding the secondary effect of severely shortened cilia, as observed for example for WDR34 complete loss of function as shown by Tsurumi et al. (2019); Vuolo et al. (2018), and Wu et al. (2017). Ciliary truncation is not observed in primary cells from human patients and could result in secondary effects unrelated to human disease alleles^17–19^.

We therefore used CRISPR–Cas9-based cytosine base editing to generate mutant cell lines carrying hypomorophic human disease alleles homozygously, including a novel WDR60 disease allele, and detected retrograde IFT defects as well as disturbed hedgehog signaling in all mutant clones. GO term analyses of mutant versus control ciliated cells revealed upregulation of G-protein-coupled receptor signaling as well as differentially regulated transcription of genes associated with extracellular matrix composition, endochondral bone growth, and chondrocyte development. Strikingly, we also observed changes in the expression of many Golgi-associated genes and found delayed Golgi recovery induction of monensin-mediated stress in mutants compared to controls. In light of the concordantly observed downregulation of *Rab6b* in all mutant clones, this could indicate that impaired Golgi function and Golgi-associated protein transport may contribute to the pathomechanism underlying the patient phenotypes caused by the WDR34 and WDR60 dysfunction.

## Results

### Identification of a novel disease-causing WDR60 allele using exome sequencing

Individual SI_36, offspring of consanguineous Turkish parents, was referred to us for genetic analysis from a local genetics clinic, presenting with clinical signs of Short rib thoracic dysplasia (SRTD) including short ribs and long bones, brachydactyly, a narrow thorax, handlebar clavicles, acetabular spines on pelvis x-ray examinations as well as recurrent lower respiratory tract infections and lethal cardiorespiratory insufficiency at the age of 18 months (Fig. 2A, a detailed description of the clinical course can be found in the Supplementary Information File). Exome sequencing revealed a novel homozygous *WDR60* variant (NM_018051.5, c. 2903 C > T, p.Ala968Val), not previously described as disease-causing in humans and not reported in gnomad (https://gnomad.broadinstitute.org/), indicating it is a very rare allele (Table 1). The variant is located at the WD domain of the protein (Fig. 1C) and segregated in an autosomal recessive fashion in the family (Fig. 2B). The variant is predicted to be disease causing by mutation taster (score obtained: 64; the prediction score ranges from 0 to 215; https://www.mutationtaster.org/) and probably damaging by polyphen-2 (0.99; the prediction score ranges from 0 to 1; http://genetics.bwh.harvard.edu/pph2/).

**Fig. 2:**
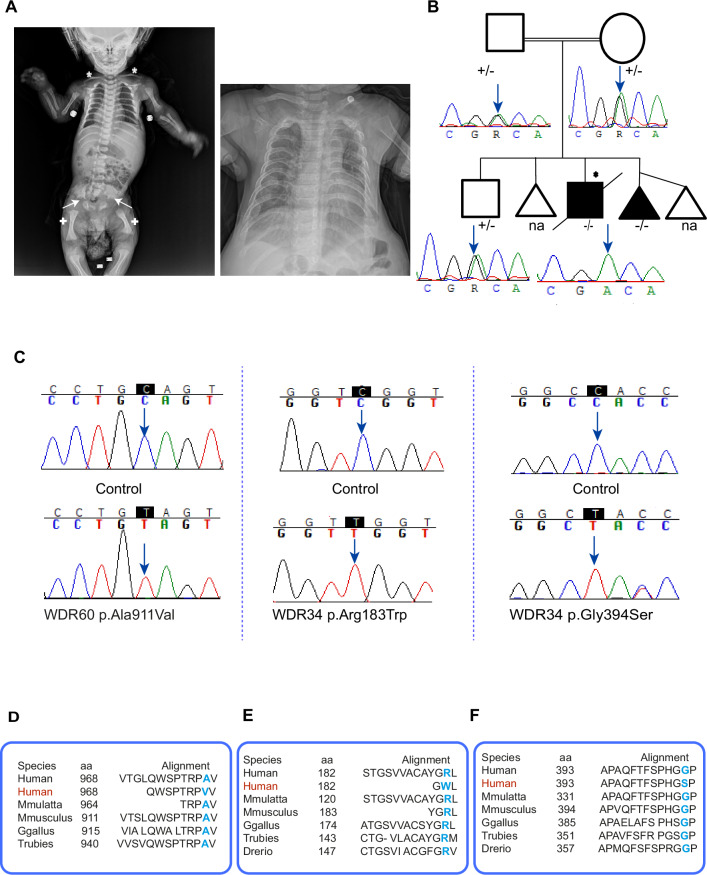
Segregation analysis of the novel WDR60 c.2903 C > T, p.Ala968Val variant identified and replication of human disease alleles using CRISPR base editing. **A** Radiographs of the index case showing typical clinical hallmarks of SRTD, including shortened ribs, a narrow thorax, shortened long bones (indicated by +), handlebar clavicles (indicated by *), and acetabular spurs (arrows). **B** Sanger sequencing confirmed that parents and the unaffected sibling carry the allele heterozygously while the affected index (asterisk) carries the variant in a homozygous state, confirming an autosomal recessive inheritance pattern. **C** Genotypes of homozygously edited clones displaying human disease alleles. Chromatograms depict the single-base changes introduced (arrowheads). Note, for WDR34p.Gly394Ser reverse primer is used for Sanger sequencing. **D**–**F** Cross-species conservation of amino acid positions affected by introduced human disease alleles.

**Table 1:** Published *WDR60* variants and associated phenotypes

Case	WDR60 SRTD variants in human	Skeletal phenotype	Visceral organ phenotype	Other organ involvement	References
1	p.Ser569Aspfs*13, p.Thr749Met Compound heterozygous	Short femora, a narrow chest, preaxial polydactyly,	Small clinically insignificant ventricular septal defect	None	^9^
2	p.Gln631* & p.Thr749Met Compound heterozygous	Short long bones, severe shortening of long bones with bowed femurs, macrocephaly, short ribs, postaxial polydactyly, syndactyly, brachydactyly, acetubular spurs,	Pancreatic fibrosis, mild dilatation of renal tubules, and an enlarged liver with ductal plate malformation	Ambiguous genitalia,	^9^
3.	p.Gln631* & p.Thr749Met Compound heterozygous Sibling of case 2	Short ribs, short bowed limbs, brachydactyly, conical epiphyses, hypoplastic trabecular, depressed nasal bridge,	Ventricular septal defect (VSD), focal cystic changes in the kidneys, prominent bile duct plates, pulmonary hypoplasia,	None	
4.	p.Gln947Leu Homozygous	The chest is very narrow and bell-shaped. Short arms and legs, hands showed hypoplastic phalanges with cone-shaped epiphyses, syndactyly, narrow, bell-shaped chest, elevated horizontal clavicles, horizontal short ribs with enlarged costochondral junction, mild pattern of short-limbed dwarfism with reduced length of the long bones, bowing of the femora, humeri with irregular metaphyses, and shortened iliac bone with trident-shaped acetabular roof	Hypoplastic lungs, mild liver disease	None	^64^
5 + 6 (siblings)	p.Ala15Glufs*90 Homozygous	Postaxial polydactyly, mild syndactyly, short stature, relatively thin long tubular bones (Phenotype is similar for both siblings)	Mild hepatomegaly	Slowly progressive bilateral pigmentary retinal dystrophy with night blindness followed by loss of peripheral visual acuity	^12^
7	p.Arg593Trp Homozygous	JATD (Details of the individual cases were not described). Used the following phenotype to assign as JATD: long, narrow chests, moderately short ribs, handlebar clavicles, trident acetabulae, and short extremities. Brachydactyly was typically present with polydactyly as a variable feature. The ends of the long bones had metaphyseal abnormalities that were either smooth or had lateral spikes. The overall skeletal findings were somewhat similar to all types of SRPS, but with less severe features.	None	None	^14^
8	p.Glu769Lys Homozygous	JATD (Details of the individual cases were not described). Assigned as JATD using the phenotypes described in case 7			
9	p.Glu769Lys & p.Gln947Hisfs*89 Compound heterozygous	SRPS III, Polydactyly was present (Details of the individual cases were not described). Used the following phenotypes to assign as SRPS III Similar to but less severe than SRPS type I, with small chests and short limbs. Radiographs showed short, horizontal ribs and long bones with lateral metaphyseal spikes. Distal extremities were short and poorly mineralized, especially the carpal and distal phalangeal bones. Polydactyly was a variable feature. Small iliac bones with a trident pelvis and poorly formed scapulae were common, as there were multiple craniofacial anomalies.	None	None	^14^
10	p.Arg835dup & p.Arg762* Compound heterozygous	SRPS III, Polydactyly was present (Details of the individual cases were not described). Assigned as SRPS III using the phenotypes described in case 9	None	None	^14^
11	p.Ser930Leu	Disproportional limb shortening, a conspicuous small chest, and short extremities with brachydactyly, accompanied by deformed teeth	Chronic kidney disease (stage 5)	Bilateral retinitis pigmentosa	^65^
12	p.Ala968Val (Novel variant)	Narrow thoracic cage, predominantly rhizomelic short extremities (femur, humerus, tibia), mild angulation on the humerus, short hands and feet, brachydactyly, syndactyly	Hepatosplenomegaly, hydronephrosis of the left kidney, relative cardiomegaly, right aberrant subclavian artery	None	Novel variant identified in this study

### Recreation of human WDR34 and WDR60 missense alleles using CRISPR base editing

To investigate the functional effects of the novel *WDR60* allele as well as previously published *WDR34* SRTD patient missense alleles, we proceeded to perform CRISPR base editing to recreate human disease causing mutations in Cilia–APEX–IMCD3 cells^20^ (Supplementary Fig. 1). We were able to recreate two *Wdr34* missense alleles homozygously: *Wdr34* NM_001008498.2 (ENSMUST00000113711.3) c.547 C > T, p.Arg183Trp and c.1180 G > A, p.Gly394Ser (in human: *WDR34* NM_052844.3:c.544 C > T, p.Arg182Trp and c.1177 G > A p.Gly393Ser) as well as the novel *WDR60* allele we identified in proband SI_36.1 (case 12 in Table 1) (human c. 2903 C > T, p.Ala968Val): mouse *Wdr60* NM_146039.3 (ENSMUST00000039349.8), c.2732 C > T p.Ala911Val. When recreating the intended C–T change in *Wdr60*, the cytidine deaminase created an additional heterozygous C-to-T change 7 bases downstream of the targeted base, resulting in a heterozygous synonymous change (c.2739 C > T, p.Phe913Phe), hence likely without functional consequences. Likewise, an unintended additional heterozygous change (*Wdr34* c.1178 G > A) causing a glycine to aspartic acid change at position 393 was created in the *Wdr34* c.1180 G > A, p.Gly394Ser clone (Fig. 2C). Base editing efficiencies were 0.66% for *Wdr60*, c.2732 C > T, p.Ala911Val, 2% for *Wdr34* c.547 > T, p.Arg183Trp and 13% for *Wdr34* c.1180 G > A, p.Gly394Ser. The affected protein positions are evolutionarily well conserved across organisms (Fig. 2D–F).

### Retrograde IFT trafficking defects and perturbed hedgehog signaling in Wdr60 and Wdr34 mutant clones

To analyze potential ciliary defects in the three created dynein-2 intermediate chain mutant clones, we proceeded to investigate retrograde IFT visualized by immunofluorescence analysis of the IFT-B component IFT88. All three dynein-2 intermediate chain mutant clones showed significant accumulation of IFT88 at the ciliary tip compared to the cilia of control cells (Fig. 3A–E). Although some cilia displayed IFT88 accumulation at the base, our focus was on IFT88 accumulation at the tip. This allows us to compare our findings with those previously published in patient fibroblasts, where accumulation at the base was not assessed. WDR60p.Ala911Val and WDR34p.Arg183Trp mutant cells exhibited a small but statistically significant reduction in cilia length compared to control cells, while no statistically significant difference was observed for WDR34p.Gly394Ser mutant cells for which the ciliary length was similar to controls (Fig. 3F). The percentage of ciliated cells was similar among mutants and controls (Fig. 3G).

**Fig. 3:**
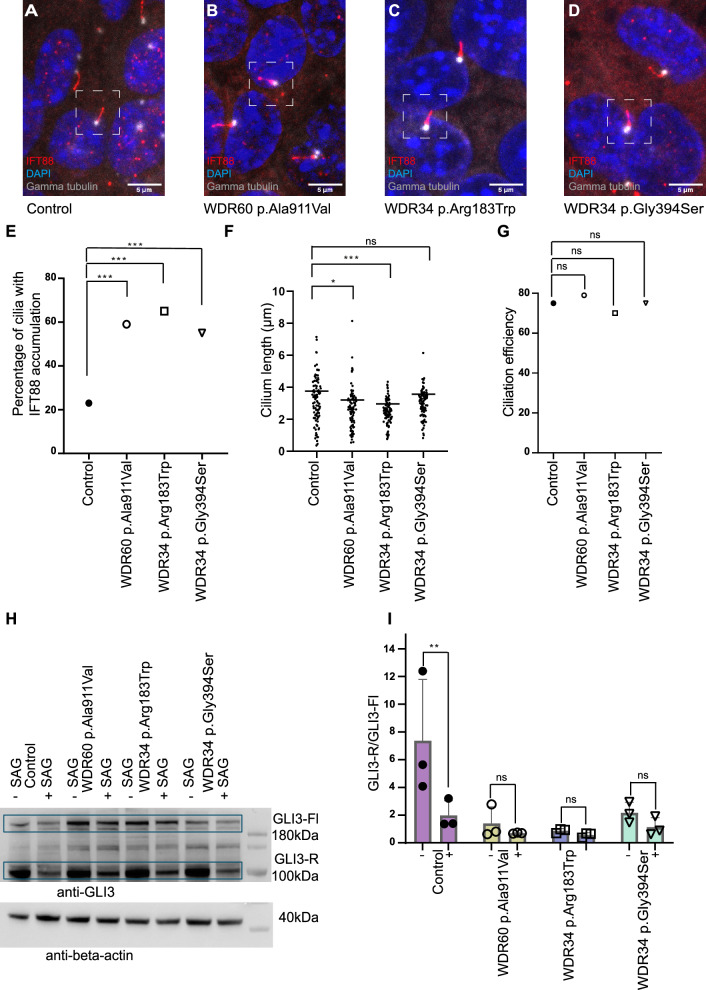
Cellular phenotyping of generated mutants reveals no overt ciliogenesis defects but defective retrograde IFT and disturbed hedgehog signaling. **A**–**D** Immunofluorescence analysis of the IFT-B component IFT88 reveals accumulation at the ciliary tip, indicative of defective retrograde IFT. Ciliation was induced by serum starvation. In immunofluorescence analysis, the ciliary base is marked by gamma tubulin (Gray), and IFT88 is shown in red. Images were taken using a Zeiss LSM NLO inverted microscope. Scale bars: 5 µm. **E** Quantification of IFT88 accumulation at the ciliary tip in mutant versus control cells. Dynein-2 intermediate chain mutant clones showing significant accumulation of IFT88 at the tip of cilia compared to control cells. (Fisher’s exact test, *n* = 130 cells analyzed per genotype). **F** Cilia length distribution in dynein-2 intermediate chain mutants compared to controls (student’s *t*-test, *n* = 100 cells per genotype analyzed, line at mean value). WDR60p.Ala911Val and WDR34p.Arg183Trp mutant cells displayed a significant reduction in cilia length compared to controls, while no significant difference was observed for WDR34p.Gly394Ser mutant cells. **G** Ciliation efficiency of dynein-2, intermediate chain mutants appeared similar to controls, with at least 75% of ciliation detected in all clones (*n* = 100 cells per genotype analyzed, Fisher’s exact test). **H** Western blot analysis revealed increased GLI3 full-length (GLI3-Fl) levels in all dynein-2 intermediate chain mutants compared to controls with and without addition of the hedgehog inducer SAG, while baseline GLI3 repressor (GLI3-R) levels appeared unchanged. **I** Densitometry analysis of western blot bands and calculation of GLI3 repressor to GLI3 full length ratios amounts before (first bar) and after SAG treatment (second bar), revealed a significant reduction in GLI3 repressor to GLI3 full length ratio after SAG treatment in control but not mutant cells (two-way annova with Bonferroni’s multiple comparisons test).

All mutant clones showed perturbed hedgehog signaling in comparison to controls. While addition of the hedgehog signaling agonist SAG resulted in a significant reduction of the GLI3 repressor (GLI3-R) to GLI3 full length (GLI3-Fl) ratio in control cells as expected, this was not observed in WDR34p.Arg183Trp, WDR60p.Ala911Val and WDR34p.Gly394Ser mutant cells (Fig. 3H, I, Supplementary Fig. 2). However, in line with previously reported findings in *Wdr34* mutant mouse embryos^17^, full-length GLI3 levels were higher in all dynein-2 intermediate chain mutants compared to control cells at the basal state (Fig. 3H and Supplementary Fig. 2), likely accounting for the reduced effect of Gli3R/Gli3fl ratio after SAG addition.

### WDR34 and WDR60 human disease alleles influence gene transcription and suggest dynein-2 intermediate chain dysfunction affects Golgi protein transport

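RNA of Cilia-APEX-IMCD3 clones was sequenced in 52 libraries, 4 technical replicate libraries from each of 13 clones, counted separately in each state. Ciliated cells comprised 3 mutant clones, Wdr60 p.Ala911Val and 2 Wdr34 clones labelled 1 and 3, and 4 control clones, D8, H12, A4 and G7. Non-ciliated cells comprised 2 mutant clones, Wdr34 p.Arg183Trp and Wdr60 p.Ala911Val, and 4 control clones, AB, 1, 2 and 3. No allele is given in the sample labels for the 2 ciliated Wdr34 clones, which are named here by their labels. Starvation in 0.2% serum for 50 h is the paper's condition for ciliated cells, whereas the sample labels give 10% serum for all libraries, and the state was taken from the labels. Values are counts per gene symbol that the authors made with Rsubread and featureCounts, without normalization, for 24421 symbols, of which 24300 (99.5%) matched a mouse RefSeq gene. Library totals were 14816218–28084979 in ciliated controls (16 libraries), 15493164–21100046 in ciliated mutants (12 libraries), 15617398–21085697 in non-ciliated controls (16 libraries) and 16092399–20505629 in non-ciliated mutants (8 libraries), so that 1 CPM (counts-per-million) equals 14.8 to 28.1 counts. Between replicate libraries of a clone, the chi-square per degree of freedom was 1.99 to 104 (median 5.47, 78 pairs), and 0 pairs were identical.

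Genes were tested with edgeR quasi-likelihood F tests (2-sided) on TMM-normalized counts, with the library as the sample, and called at a Benjamini-Hochberg (BH) adjusted p under 0.05 and a log2 fold change of at least 1 in size. The expression filter left 11950 genes in ciliated and 12012 in non-ciliated cells. Standard errors (SE) of log2 fold changes are their size divided by the square root of F. Because libraries of 1 clone are not independent, mean log2 CPM was also compared over clones by an exact 2-sided permutation test, whose smallest possible p is 0.0286 for 3 against 4 clones (35 splits) and 0.0667 for 2 against 4 clones (15 splits). Its p-values were adjusted (BH) over 20 genes that the paper names. Group values are means ± SD over clone means, and single-clone values are means ± SD over 4 libraries.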

To investigate the effects on gene expression resulting from WDR34 and WDR60 patient alleles, we next performed RNA sequencing of the three mutant clones and four different controls. To dissect putative functions related to ciliogenesis, we chose to analyze both ciliated and non-ciliated cells. To minimize clonal effects and false positive hits, we investigated all three ciliated mutant clones versus three different control clones, while WDR34 p.Gly394Ser was not included in the non-ciliated clone analysis, as this mutant was obtained only after the RNA sequencing for non-ciliated cells was completed. 

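With all 4 ciliated control clones, 50 genes were higher and 27 lower in the 3 mutant clones (edgeR, BH-adjusted p under 0.05). Leaving out 1 control clone gave 44 higher and 16 lower without D8, 112 and 103 without H12, 31 and 23 without A4, and 146 and 197 without G7. Mean normalized counts in Supplementary Data 4–6 match fits with all 4 control clones, with a median relative difference of 7.01e-07 to 8.10e-07, against 0.0923 for the next best set of clones.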

While WDR34 and WDR60 have unique functions within the dynein-2 complex^18,21^, dysfunction results in the same human phenotype, indicating similar downstream effects, hence justifying a combined analysis to identify the pathomechanism underlying JATD/SRPS in humans and to reduce the number of false-positive hits. We observed a higher number of differentially expressed genes between mutants and controls in non-ciliated cells compared to ciliated cells, with a greater number of genes downregulated in mutants compared to controls in non-ciliated cells. In contrast, more genes appeared upregulated in ciliated mutants compared to ciliated controls (Fig. 4A–C). 

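In non-ciliated mutants 59 genes were higher and 309 lower than in controls. Of the 15 ways to split the 6 non-ciliated clones into 2 and 4, 3 (the real one included) gave at least 309 lower genes and 11 gave at least 59 higher genes. An adjusted p under 0.05 without a limit on the fold change gave 855 and 948, and voomLmFit with the clone as a block 0 and 9. Summing the 4 libraries of each clone gave 0 higher and 0 lower genes, with 582 of 13406 tested genes (4.34%) at an unadjusted p under 0.05. The same sums in ciliated cells gave 0 called genes and 148 of 13243 (1.12%) at an unadjusted p under 0.05. By the paper's account the 2 states differ in serum and time of sequencing. Beyond naming Wdr60 in both, the labels do not say which clones are the same, and the difference between the 2 counts was not tested.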

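In ciliated cells, the direction in edgeR depended on which clones were included: without the Wdr34 clone labelled 3, 44 genes were higher and 112 lower, and without the control G7, 146 and 197. Without the Wdr34 clone labelled 1 the counts were 123 and 38, and without the Wdr60 clone 107 and 66. DESeq2 without G7 gave 351 higher and 338 lower genes, so that it did not reverse the direction. Of the 50 genes called higher over all 3 clones, 40 were also called higher in the clone labelled 3 alone, 17 in the Wdr60 clone and 6 in the clone labelled 1. Among the 27 genes called lower, these numbers were 12, 12 and 7. At least 50 higher genes arose in 26, and at least 27 lower genes in 30, of the 35 splits of the 7 clones into 3 and 4.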

Potentially, WDR34p.Gly394Ser not being included in the transcriptomics analysis of non-ciliated cells could contribute to these differences.

**Fig. 4:**
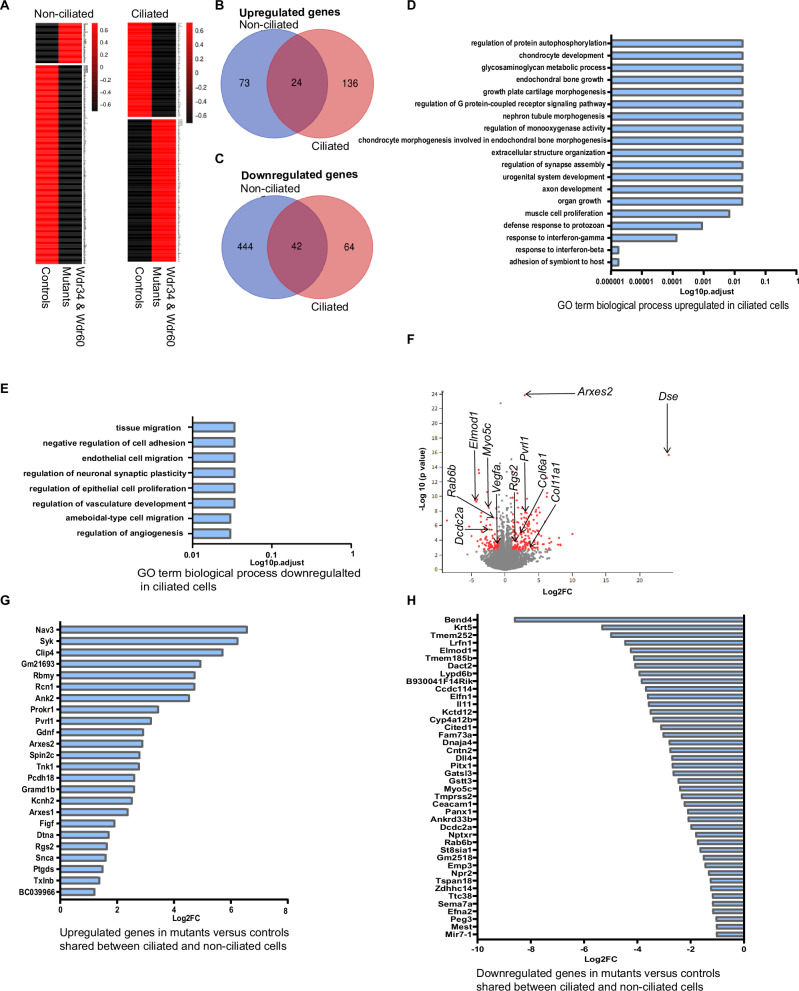
Differential gene expression between dynein-2 intermediate chain mutants and controls. **A** Heat Map analyses of transcriptome analyses showing a higher number of differentially expressed genes in non-ciliated cells compared to ciliated cells, with more genes downregulated in mutants compared to controls. **B** Venn diagram showing upregulated genes in mutants versus controls, of which 24 genes are commonly upregulated in both ciliated and non-ciliated cells. **C** Venn diagram showing downregulated genes in mutants versus controls, with 42 genes commonly downregulated in both ciliated and non-ciliated cells. **D** GO term analyses of genes upregulated in mutants versus controls in ciliated cells. **E** GO term analyses of genes downregulated in mutants versus controls in ciliated cells. **F** Volcano plot showing differentially expressed genes of ciliated mutants versus controls. **G** Upregulated genes in mutants versus controls shared between ciliated and non-ciliated cells (*p* < 0.05 and log2FC ≥ 1). **H** Downregulated genes in mutant versus controls shared between ciliated and non-ciliated cells (*p* < 0.05 and log2FC ≤ −1).

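Clone means of mutants lay wholly above or below those of all controls for 234 of 11950 genes (1.96%) in ciliated cells, 120 of them below, where chance gives 5.71%. At least as many were found in 29 of 35 splits. They included 16 of the 50 genes called higher and 4 of the 27 called lower. For non-ciliated cells the number was 1528 of 12012 (12.7%), 768 above and 760 below, where chance gives 13.3% and 10 of 15 splits gave at least as many. Among them were 35 of the 59 genes called higher and 137 of the 309 called lower.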

We started by analyzing ciliated cells, given the established role of WDR34 and WDR60 for retrograde IFT and cilia function. Gene ontology (GO) term biological process pathway analyses for genes upregulated in mutant ciliated cells compared to controls revealed G-protein-coupled receptor signaling as well as several terms related to skeletal development, such as endochondral bone growth, chondrocyte development, and extracellular structure organization (Fig. 4D). 

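Gene lists printed in Table S1 for these terms are the paper's own called genes, so the share of them called again says nothing of their stability. Of 6 genes listed for G-protein-coupled receptor signaling, 6 were tested and 5 called higher in ciliated mutants (6 when adjusted over the list alone). By clone, 5 were called higher in the Wdr34 clone labelled 3, 1 in the clone labelled 1 and 1 in the Wdr60 clone, and the 1 gene was Gper1 in both. For extracellular structure organization, 5 of 9 listed genes passed the filter and 3 were called higher, Col16a1, Eln and Serpinb5 (5 over the list alone). All 9 were called higher in the clone labelled 3, and 0 in the clone labelled 1 (6 tested, 3 at an unadjusted p under 0.05) and in the Wdr60 clone (6 tested, 2). Endochondral bone growth and chondrocyte development each list 4 genes, of which 2 were tested and called higher, Col6a1 and Matn2, and all 4 were called higher in the clone labelled 3. Enrichment itself was not computed here, since no ontology annotation was used.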

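Rgs2 (chromosome 1, 143999338–144004149, coordinates of GRCm38) had 1.32 ± 1.33 CPM in mutants (n = 3 clones) against 0.42 ± 0.248 in controls (n = 4) in ciliated cells, a log2 fold change of 1.64 (SE 0.43, edgeR, BH-adjusted p = 0.0325). Over clones its exact 2-sided permutation p was 0.20 (BH-adjusted 0.40), and only the Wdr34 clone labelled 3, at 2.85 ± 0.322 CPM, lay above every control. For Rgs9 (chromosome 11, 109225348–109298181) the values were 4.63 ± 6.76 CPM in mutants (n = 3 clones) against 0.977 ± 0.483 in controls (n = 4), and the log2 fold change was 2.24 (SE 0.55, edgeR, BH-adjusted p = 0.0219). Its exact 2-sided permutation p was 0.543 (BH-adjusted 0.794), with 12.4 ± 1.11 CPM in the clone labelled 3, 0.99 ± 0.154 in the clone labelled 1 and 0.472 ± 0.159 in the Wdr60 clone. Leaving out the clone labelled 3 moved these genes most: Rgs9 reversed to -0.42.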

Differentially expressed genes encoding for proteins associated with G-protein-related signaling included GTPase activators *Rgs2* and *Rgs9*^22^, as well as *Snca*. RGS2 can inhibit COPI (Coat protein I) binding to the Golgi and affect Golgi-mediated intracellular transport^23^. *Snca* encodes alpha-synuclein, a substrate of G protein-coupled receptor kinases. Synuclein accumulation has been associated with Parkinson’s disease, and overexpression of *Snca* in rat ventral midbrain cultures caused reduced neurite length and increased Golgi fragmentation^24^. 

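Col6a1 (chromosome 10, 76708792–76726044) had 27 ± 42.5 CPM in mutants (n = 3 clones) against 3.97 ± 2.6 in controls (n = 4), with a log2 fold change of 2.77 (SE 0.66, edgeR, BH-adjusted p = 0.0192) and an exact 2-sided permutation p of 0.686. It was high in the Wdr34 clone labelled 3 alone (76.1 ± 2.93 CPM, against 0.96 ± 0.334 in the clone labelled 1 and 3.98 ± 0.874 in the Wdr60 clone), and without that clone the sign reversed (-0.68). Col6a2 (chromosome 10, 76595756–76623630) did not pass the expression filter; its clone means were 10.1 ± 0.327 CPM in the clone labelled 3, 0.281 ± 0.128 in the clone labelled 1, 0.183 ± 0.212 in the Wdr60 clone and 0.358 ± 0.0695 over controls (exact 2-sided permutation p = 0.714). Col11a1 (chromosome 3, 114030479–114220756) did not pass it either and reached 2.76 ± 0.933 CPM in the clone labelled 3, with at most 1 count in any library of the clone labelled 1, 0 in the Wdr60 clone and at most 5 in controls (exact 2-sided permutation p = 0.686). These genes and Rgs9 had the same BH-adjusted exact permutation p, 0.794. Col16a1 (chromosome 4, 130047817–130099277) had 18.8 ± 14.4 CPM in mutants (n = 3 clones) against 8.16 ± 3.13 in controls (n = 4), with a log2 fold change of 1.21 (SE 0.26, edgeR, BH-adjusted p = 0.00991) and an exact 2-sided permutation p of 0.171 (BH-adjusted 0.381). By contrast, Pvrl1 (chromosome 9, 43737075–43807461) was higher in 3 of 3 mutant clones than in any control, with 1.97 ± 1.87 CPM in mutants (n = 3 clones) against 0.213 ± 0.204 in controls (n = 4). Clone means were 4.11 ± 0.695 CPM in the clone labelled 1, 1.13 ± 0.229 in the Wdr60 clone and 0.676 ± 0.452 in the clone labelled 3. The highest control was H12 at 0.487 ± 0.271. Among single clones, Pvrl1 was called in the clone labelled 1 alone. Its log2 fold change was 3.16 (SE 0.56, edgeR, BH-adjusted p = 0.00182), with an exact 2-sided permutation p of 0.0571 (BH-adjusted 0.163).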

Genes associated with extracellular structure organization, endochondral bone growth, and adhesion to symbiont host included *Col6a1, Col6a2, Col11a1, Col16a1*, and *Pvrl1* (NECTIN-1). *Pvrl1* encodes for an actin-binding cell adhesion molecule^25^ (Supplementary Table 1). Western blot analysis confirmed the upregulation of PVRL1 in mutant clones compared to controls (Supplementary Fig. 3).

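Ontology terms were not tested here. Of 31 genes the paper names for angiogenesis further on, 19 passed the filter in the ciliated comparison, 1 was called higher (Figf) and 1 lower (Dll4). When adjusted over the list alone, 11 of the 19 had an adjusted p under 0.05 in edgeR, against 3 when adjusted over all genes (both BH). Their median log2 fold change was 0.23, and 10 of the 19 were positive. DESeq2 called 4 of the 31 higher and 5 lower. The paper drew this list from its own calls in single clones, not from the terms lower over all mutants. These counts therefore cannot test the lower angiogenesis term, and they do not measure stability.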

Downregulated pathways and processes revealed by GO term analysis included angiogenesis/vasculature development, endothelial cell migration, tissue migration, regulation of epithelial cell proliferation, negative regulation of cell adhesion and regulation of neuronal synaptic plasticity (Fig. 4E). Among the single genes differentially regulated between ciliated mutants and controls was *Vegfa* (vascular endothelial growth factor-A), playing an important role in angiogenesis^26^ (Fig. 4E, F). 

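Vegfa (chromosome 17, 46016993–46032377) had 49 ± 9.18 CPM in mutants (n = 3 clones) against 97.8 ± 62.6 in controls (n = 4) in ciliated cells, and its log2 fold change was -1.00 (SE 0.29, edgeR, BH-adjusted p = 0.049), -0.999 before rounding and thus just short of the limit of 1. Clone means were 57.8 ± 2.15 CPM in the Wdr34 clone labelled 1, 39.5 ± 2.51 in the clone labelled 3 and 49.5 ± 9.21 in the Wdr60 clone. Controls had 162 ± 9.96 in D8, 140 ± 47.3 in A4, 58.2 ± 5.02 in H12 and 31.6 ± 3.12 in G7, so that 0 of 3 mutant clones lay below all controls. The exact 2-sided permutation p over clones was 0.343 (BH-adjusted 0.623).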

Go term biological process pathway analyses and volcano plot of individual mutant clones in comparison with three controls in ciliated cells are also indicated in (Supplementary Figs. 4–12).

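Against the 16 control libraries, 80 genes were higher and 161 lower in the 4 libraries of the Wdr60 clone (12456 tested), 27 and 57 in the Wdr34 clone labelled 1 (12380 tested) and 457 and 271 in the clone labelled 3 (12553 tested; edgeR, BH-adjusted p under 0.05). With 1 mutant clone, a difference between genotypes cannot be told from one between clones. Libraries 1 and 2 of the Wdr60 clone also differed from its libraries 3 and 4. Their chi-square per degree of freedom was 45.4 to 104, against 16.0 and 7.28 within the pairs. When each of the 5 clones in turn stood in the place of the mutant, 5 of 5 placements gave at least as many genes as the Wdr60 clone, 5 of 5 as the clone labelled 1 and 3 of 5 as the clone labelled 3. For the 457 higher genes of the clone labelled 3 it was 1 of 5, its own, with at most 380 in the other placements. In the Wdr60 clone, an adjusted p under 0.05 without a limit on the fold change gave 363 and 427, and leaving out 1 control clone or replicate number 31 to 207 and 51 to 254.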

To complement our analyses of all ciliated mutants versus all controls analyzed together, we also performed analyses of single mutant genotypes, the different WDR34 and WDR60 mutant clones separately, versus control, and searched for potential shared mechanisms or pathways using GO analysis comparisons. This revealed few shared processes between all three genotypes, mainly due to the low number of GO terms for WDR34Arg183Trp. Such shared processes included “synapse assembly/ organization” (GO:0007416/ GO:0051963; including *Arhgef9, Nfatc4, Cbln1, Magi2, Ntn1, Adgre5, Adgrb2, Flrt1, Dnm3, Nptxr, Lrfn1,* and *Epha7*) and “positive regulation of vasculature development” (GO:1904018, including *Gper1, Fgf1, Vegfd, Efnb2, Pdgfd, Hyal1, Aggf1, Ctsh, C3, Sema5a, Igf2, Cd34*) / angiogenesis (GO:0045766, *Ptn/Ccl2, Vegfc, Dcn, Enpp2, Hgf, Cd36, Ptgis, Bmper, Cxcr4, Igf2, Aqp1, Vegfd, Agt, Itgb3, Gata2, Flt1, Itgb8, Stat1, Sema4a, Vegfa, F3, Ghrl, Hspb1, Hmga2, Tert, Ccbe1, Adam12, Ceacam1, Dll4/Cd34*) (Supplementary Figs. 4–9, Supplementary Data 1–3).

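Called in all 3 clones were 1 gene higher, Arxes2, and 4 lower, B930041F14Rik, Gatsl3, Lrfn1 and Lypd6b. The Wdr60 clone and the Wdr34 clone labelled 1 shared 3 genes called higher and 18 called lower. Arxes2 had 2.2 ± 0.795 CPM in mutants (n = 3 clones) against 0.288 ± 0.142 in controls (n = 4) and a log2 fold change of 2.88 (SE 0.29, edgeR, BH-adjusted p = 5.40e-07), with 3 of 3 mutant clones above all controls and an exact 2-sided permutation p of 0.0286. Its near-identical copy Arxes1 can share its reads, which leaves the count of either gene uncertain.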

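The 12 genes named for synapse assembly were all tested. In the Wdr60 clone 3 were called higher and 6 lower (12 of 12 adjusted over the list alone), in the Wdr34 clone labelled 3, 1 higher and 2 lower (3), and in the clone labelled 1, 0 higher and 1 lower, Lrfn1 (3; 4 at an unadjusted p under 0.05). Of the 12 genes named for vasculature development, 4 were called higher and 6 lower in the Wdr60 clone (11 over the list alone), 2 and 0 in the clone labelled 3 (2; 3 unadjusted) and 1, Gper1, and 0 in the clone labelled 1 (3; 3 unadjusted). The 31 genes named for angiogenesis gave 15 higher and 5 lower of 26 tested in the clone labelled 3 (25 over the list alone), 1 and 2 of 21 in the Wdr60 clone (3) and 0 and 0 of 21 in the clone labelled 1 (2; 6 unadjusted). Since the paper drew these lists from its own calls, they do not measure stability.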

WDR60 and WDR34p.Gly394Ser mutant versus control analyses also shared the GO terms renal system development (GO:0072001; *Gdnf, Fgf1/Efnb2, Irx1, Pdgfd, C1galt1, Tgfb2, Col4a1, Foxd1, Gcnt1, Wnt6, Dact2, Cited1, Epha7*), branching morphogenesis related terms such as “morphogenesis of a branching structure” (GO:0001763), “axon development” (GO:0061564*; Gdnf, Nrep, Mapt, Ust, Efnb2 Braf, Map1b, Plxnd1, Lhx2, Ntn1, Tgfb2, Foxd1, Sema5a, Map2, Tnc, Artn, Gas1/, Epha7, Alcam*) and “negative regulation of growth” (GO:0045926; *Fbp1, Hyal1/, Ntn1, Stc2, Tnk1, Tgfb2, Sema5a, Map2, Cyp27b1, Gas1, Lta, Epha7, Enpp1*). 

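In the Wdr60 clone, 13 of 14 genes named for renal system development were tested, with 2 called higher and 4 lower (13 of 13 adjusted over the list alone). In the Wdr34 clone labelled 3, 2 of 13 were called higher and 0 lower (3 at an unadjusted p under 0.05), and in the clone labelled 1, 1 and 0 (6). For axon development 4 of 18 tested genes were higher and 7 lower in the Wdr60 clone (18 over the list alone), and 3 and 2 in the clone labelled 3. Genes named for negative regulation of growth gave 0 higher and 4 lower of 12 tested in the Wdr60 clone (11 over the list alone) and 2 and 0 in the clone labelled 3 (4 unadjusted).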

While no single shared GO term related to skeletal/cartilage development came up in this analysis, “hyaluronan metabolic process” (GO:0030212, *Il15, Cd44/Itih4, Cemip*) was observed as significant term in WDR34 Arg183Trp versus controls, while “cartilage development” (GO GO:0051216; Nov, *Mef2c, Sulf2, Col11a1, Prrx1, Col6a2, Col6a1, Rarb, Adamts12, Mycn, Matn2, Axin2, Itgb8, Hoxd3, Msx1, Col7a1, Col2a1, Bmp7*) and “chondrocyte development” (GO:0002063; *Sulf2, Col11a1, Col6a2, Col6a1, Matn2, Axin2, Col7a1*) were significant terms in WDR34 p.Gly394Ser versus control analyses. In WDR60 mutant versus control cells, no chondrocyte, cartilage, or skeletal development-associated term came up in GO analysis. 

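Differences between single control clones set the scale for this variability. Tested in the same way against the 12 libraries of the other 3 controls, D8 had 339 genes higher and 280 lower, H12 282 and 221, A4 65 and 212, and G7 649 and 1592 (12325 genes tested for each, median total 561; edgeR, BH-adjusted p under 0.05). Against all 4 controls (16 libraries), a different form of fit, the totals were 241 for the Wdr60 clone, 84 for the Wdr34 clone labelled 1 and 728 for the clone labelled 3.

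**Figure D1:**
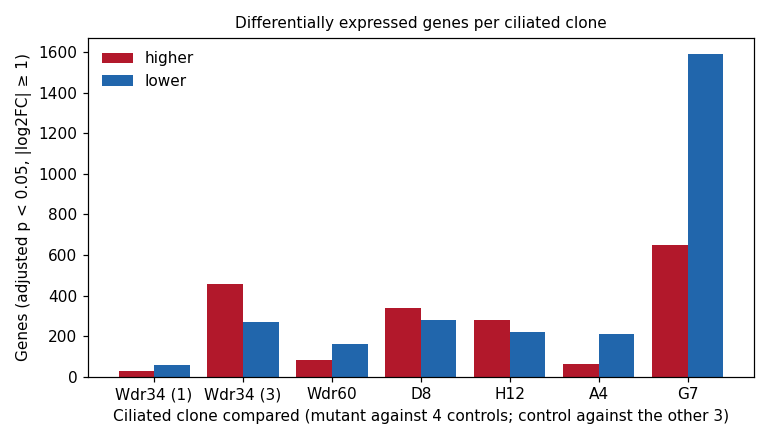
Genes called higher (red) and lower (blue) in each single ciliated clone: mutant clones against 4 control clones, and control clones against the other 3 (4 libraries per clone; edgeR, BH-adjusted p under 0.05 and log2 fold change of at least 1 in size). Wdr34 (1) and Wdr34 (3) are the clones labelled 1 and 3.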

Given that human individuals affected by WDR34 and WDR60 share a phenotypically indistinguishable skeletal phenotype of comparative severity, this was somewhat surprising and could stem from genotype-independent inter-clonal variability masking common mechanisms.

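In the Wdr60 clone against the 16 control libraries, Foxd1 (chromosome 13, 98354245–98356705) had 4.7 ± 1.37 CPM, log2 fold change -3.17 (SE 0.94, edgeR, BH-adjusted p = 0.0478). Its controls ran from 7.98 CPM in D8 to 122 in G7. Celsr1 (chromosome 15, 85898758–86034223) had 20.3 ± 3.22 CPM, log2 fold change -1.12 (SE 0.39, edgeR, BH-adjusted p = 0.0901), against 20.8 CPM in G7 and 78.6 in D8. The ciliated Wdr34 clones labelled 1 and 3 had 61.0 ± 2.86 and 81.7 ± 5.00 CPM of Celsr1, so neither lay below the controls. In non-ciliated cells it was 22.5 ± 1.07 CPM in the Wdr34 clone and 15.7 ± 2.24 in the Wdr60 clone. Controls there ran from 23.0 CPM in control 1 to 51.8 in control 3. Plxnd1 (chromosome 6, 115954811–115995339) had 40.2 ± 3.72 CPM, log2 fold change -1.20 (SE 0.41, edgeR, BH-adjusted p = 0.0882), with controls from 37.6 CPM in H12 to 173 in G7. Ctsh (chromosome 9, 90054267–90076095) had 2.16 ± 0.968 CPM, log2 fold change -2.88 (SE 1.07, edgeR, BH-adjusted p = 0.115); G7 was lower still at 0.317 CPM, the other controls 20.3 to 22.4. Thus 1 of the 4 genes was called lower by edgeR and all 4 by DESeq2, and all 4 had an adjusted p under 0.05 when adjusted over the 4 genes alone (edgeR, BH). The paper names these genes from its own calls in the same comparison, so the adjustment over them alone lends no support.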

Many GO terms were unique to single genotypes versus controls, with the GO term “dichotomous subdivision of an epithelial terminal unit” (*Celsr1*, *Plxnd1*, *Ctsh*, and *Foxd1)* being one of the most significantly downregulated terms in WDR60 mutant versus control cells only (Supplementary Fig. 5, Supplementary Data 1). *Celsr1* (cadherin EGF LAG seven-pass G-type receptor 1) encodes a protein playing an important role in planar cell polarity (PCP)^27^. Interestingly, in line with our finding, Yan et al. have observed lower levels of *Celsr1* expression in *Wdr34* but not *Wdr60* mutant mice and concluded that WDR34 could play a more important role in planar cell polarity than WDR60^28^. 

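Supplementary Data 4, 5 and 6 hold 396, 219 and 994 genes (116 higher and 280 lower, 44 and 175, 599 and 395). Their values match the comparisons of the Wdr60 clone, of the Wdr34 clone labelled 1 and of the clone labelled 3, in this order, and the paper lists them under WDR60 p.Ala911Val, WDR34 p.Arg183Trp and WDR34 p.Gly394Ser. Of the 396, 219 and 994 genes, edgeR called 237, 84 and 707 and DESeq2 393, 219 and 985 in the matching comparison. Tested by edgeR were 366, 210 and 826 of them, and all of these had the sign given in the supplement.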

The differentially expressed genes in the single mutant clones are provided in the Supplementary Data 4–6.

In order to also identify cilia-independent functions of WDR34 and WDR60, we next searched for genes for which expression levels were similarly influenced in ciliated and non-ciliated cells. GO term analysis revealed downregulation of biological processes important for cell and tissue migration (Supplementary Fig. 13). We identified 66 differentially regulated genes between mutants and controls in both non-ciliated and ciliated cells, of which 24 were upregulated, and 42 were downregulated (Fig. 4B, C, G, H). 

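Called in both states with the same sign were 13 genes higher and 14 lower in mutants. The higher ones included Ank2, Arxes2, BC039966, Dtna, Figf, Gramd1b, Irx1, Kcnh2, Ptgds, Pvrl1, Rgs2 and Spin2c, and 12 of the 13 are among the 24 of Fig. 4G. All 14 lower ones, Dcdc2a, Dll4, Efna2, Elfn1, Fam73a, Il11, Mest, Mir7-1, Myo5c, Npr2, Pitx1, Rab6b, Tmem185b and Zdhhc14, are among the 42 of Fig. 4H. Clone means of mutants and controls did not overlap in either state for 3 of the 13 (Pvrl1, Arxes2, BC039966) and 2 of the 14 (Myo5c, Zdhhc14). Of the 525 pairs of splits, 1 for each state, 123 gave at least 13 shared higher genes and 167 at least 14 shared lower genes. Of the 275 pairs with the Wdr60 clones of both states in the same group, 80 and 99 did so, and the labels pair no other clones between the states. Chromosome profiles were alike for some further clones, so that pairs left unmatched may make these shares too low. The filter kept 13 and 16 of the genes of Fig. 4G in ciliated and non-ciliated cells, all called higher, and 26 and 35 of those of Fig. 4H, of which 17 and 34 were called lower. DESeq2 called all 24 genes of Fig. 4G higher and all 42 of Fig. 4H lower in both states. Both lists are the paper's own calls from these data, so these counts do not measure stability. Among the 5 separated genes, the log2 fold changes of BC039966 were 1.21 (SE 0.26, edgeR, BH-adjusted p = 0.00847) in ciliated and 1.59 (SE 0.37, edgeR, BH-adjusted p = 0.00515) in non-ciliated cells.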

We would also like to emphasize that the differences in gene expression between cells grown with or without serum cannot be directly attributed to the presence or absence of a cilium, but may be the result of serum starvation, which is used to induce cilia formation. 

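Dcdc2a (chromosome 13, 25055273–25210706) had 16.1 ± 20.6 CPM in mutants (n = 3 clones) against 64.7 ± 31.1 in controls (n = 4) in ciliated cells and 1.42 ± 1.61 CPM in mutants (n = 2 clones) against 28.7 ± 32.6 in controls (n = 4) in non-ciliated cells. Its log2 fold changes were -2.01 (SE 0.46, edgeR, BH-adjusted p = 0.0133) and -4.32 (SE 0.77, edgeR, BH-adjusted p = 0.00068). Exact 2-sided permutation p-values over clones were 0.0571 (BH-adjusted 0.163) and 0.0667 (BH-adjusted 0.222), the latter the smallest possible.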

Amongst those, we observed downregulation of *Dcdc2*, encoding for a protein containing 2 doublecortin peptide domains, localizing to primary cilia and playing a role in tubulin binding, microtubule polymerization, and Wnt signaling regulation^29^. We further found that several differentially downregulated genes encode for Golgi-associated proteins and proteins involved in vesicle trafficking, including *Rab6b*^30^, the ARF GAP *Elmod1*^31^, which has also been linked to protein transport from the Golgi to the cilium^31^, *Myo5c*^32^ and *Zdhhc14*^33^ (Fig. 4G, H). 

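Rab6b (chromosome 9, 103111667–103185276) had 5.63 ± 5.95 CPM in mutants (n = 3 clones) against 19.2 ± 7.18 in controls (n = 4) in ciliated cells and 1.88 ± 1.24 CPM in mutants (n = 2 clones) against 17.3 ± 10.4 in controls (n = 4) in non-ciliated cells. Its log2 fold changes were -1.76 (SE 0.36, edgeR, BH-adjusted p = 0.00518) and -3.19 (SE 0.37, edgeR, BH-adjusted p = 5.18e-06), with exact 2-sided permutation p-values of 0.0571 and 0.0667. Myo5c (chromosome 9, 75231969–75307485) had 0.406 ± 0.378 CPM in mutants (n = 3 clones) against 2.19 ± 1.48 in controls (n = 4) and 0.0668 ± 0.0945 CPM in mutants (n = 2 clones) against 2.67 ± 3.27 in controls (n = 4) in the same order, with log2 fold changes of -2.41 (SE 0.46, edgeR, BH-adjusted p = 0.00275) and -5.20 (SE 0.89, edgeR, BH-adjusted p = 0.000497) and exact 2-sided permutation p-values of 0.0571 and 0.0667. In the non-ciliated Wdr34 clone Myo5c had 0 counts, and in the Wdr60 clone at most 5 per library, so that the size of this change is poorly bounded. Zdhhc14 (chromosome 17, 5492562–5753891) had 0.845 ± 0.141 CPM in mutants (n = 3 clones) against 2.03 ± 0.867 in controls (n = 4) and 1.13 ± 0.58 CPM in mutants (n = 2 clones) against 3.73 ± 1.32 in controls (n = 4), with log2 fold changes of -1.26 (SE 0.23, edgeR, BH-adjusted p = 0.00209) and -1.70 (SE 0.28, edgeR, BH-adjusted p = 0.000262). Its mutant clones all lay below its controls, with the smallest possible exact permutation p of 0.0286 (ciliated, 2-sided, BH-adjusted 0.163).

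Elmod1 (chromosome 9, 53911457–53975428) did not pass the filter in ciliated cells, where it had 0.0692 ± 0.054 CPM in mutants (n = 3 clones) against 1.34 ± 1.81 in controls (n = 4) (exact 2-sided permutation p = 0.0286). In non-ciliated cells it had 0.318 ± 0.346 CPM in mutants (n = 2 clones) against 3.48 ± 4.87 in controls (n = 4), a log2 fold change of -3.45 (SE 0.98, edgeR, BH-adjusted p = 0.0195) and an exact 2-sided permutation p of 0.40. Single control clones carried much of its mean, D8 at 4.05 ± 0.417 CPM and non-ciliated control 3 at 10.7 ± 0.666. The paper looked for genes altered alike in both states to find functions that do not depend on cilia. From the Golgi-associated genes among them it proposes a putative defect of Golgi transport, which it went on to test.

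**Figure D2:**
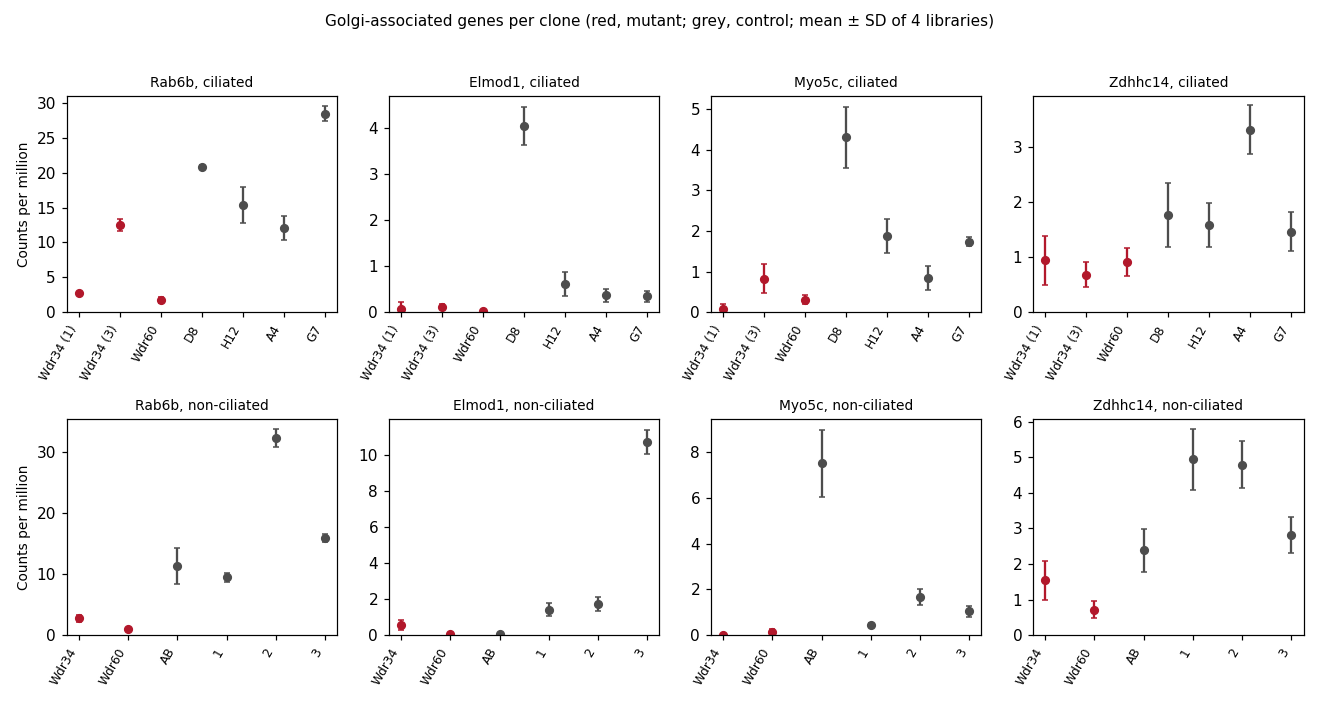
CPM of Rab6b, Elmod1, Myo5c and Zdhhc14 in each clone (mean ± SD of 4 technical replicate libraries; red, mutants; grey, controls) in ciliated and non-ciliated cells. Wdr34 (1) and Wdr34 (3) are the ciliated clones labelled 1 and 3.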

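In non-ciliated cells Rgs2 had 1.77 ± 0.662 CPM in mutants (n = 2 clones) against 0.523 ± 0.375 in controls (n = 4), with a log2 fold change of 1.74 (SE 0.34, edgeR, BH-adjusted p = 0.00159). Both mutant clones (1.3 ± 0.413 CPM for Wdr34, 2.24 ± 0.573 for Wdr60) lay above all controls, the highest of which was control 3 at 1.08 ± 0.165 (exact 2-sided permutation p = 0.0667, BH-adjusted 0.222).

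**Figure D3:**
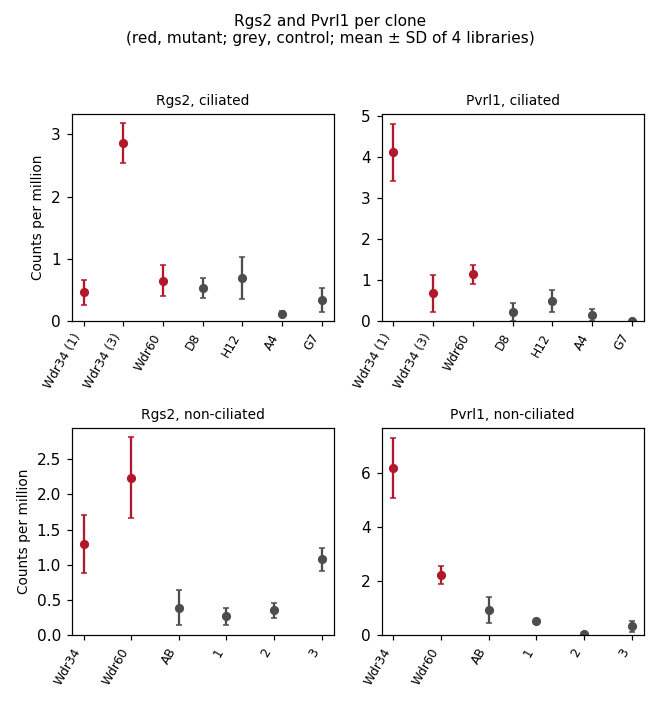
CPM of Rgs2 and Pvrl1 in each clone (mean ± SD of 4 technical replicate libraries; red, mutants; grey, controls) in ciliated and non-ciliated cells. Wdr34 (1) and Wdr34 (3) are the ciliated clones labelled 1 and 3.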

While GO term analyses did not reveal enrichment of G-protein-coupled receptor signaling, we detected upregulation of two G-protein signaling pathway-associated genes *Rgs2* and *Snca*. 

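Pvrl1 had 4.21 ± 2.79 CPM in mutants (n = 2 clones) against 0.45 ± 0.376 in controls (n = 4) in non-ciliated cells, with 6.18 ± 1.11 CPM in the Wdr34 clone and 2.24 ± 0.334 in the Wdr60 clone against at most 0.928 ± 0.47 in a control. Its log2 fold change was 3.22 (SE 0.48, edgeR, BH-adjusted p = 0.000102), and its exact 2-sided permutation p was 0.0667 (BH-adjusted 0.222). Of the 9 genes of Table S1 for extracellular structure organization, 5 were tested in non-ciliated cells and 0 called higher (1 adjusted over the list alone, 2 at an unadjusted p under 0.05; smallest BH-adjusted p over all genes 0.050, edgeR).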

Likewise, *Pvrl1* was found to be upregulated in both non-ciliated cells as well as ciliated cells, while we did not observe an enrichment of extracellular structure or cytoskeleton genes in general.

To further investigate putative Golgi transport defects in dynein-2 intermediate chain mutant cells, we first performed an immunofluorescence analysis of COPI vesicles in mutant cells versus controls at the basal state. This did not reveal obvious differences (Fig. 5A–D). Assuming that mutant cells may exhibit only mild defects due to the hypomorphic nature of the mutations, potentially only detectable under stress conditions, we proceeded to treat the cells with monensin, an agent causing dispersal of the Golgi apparatus, and then observed restoration of the Golgi structure after re-application of standard cell culture medium^34^. This revealed a delayed/impaired Golgi recovery for all three dynein-2 intermediate chain mutants compared to controls (Fig. 5E–I). Overexpression of GLI3 full-length in control cells did not affect the COPI vesicles (Supplementary Fig. 14I–II), indicating the Golgi transport defect observed in WDR60 and WDR34 mutant clones is due to the dysfunction of WDR34 and WDR60 proteins. Overexpression of wild-type WDR34 or WDR60 in the corresponding mutant cell lines partially rescued the delayed/impaired Golgi recovery after monensin treatment, with WDR60p.Ala911Val and WDR34p.Gly394Ser mutant clones displaying statistically significant recovery while clearly visible improvement of the golgi phenotype in WDR34p.Arg183Trp mutant cells did not quite reach statistical significance (Fig. 5J–M).

**Fig. 5:**
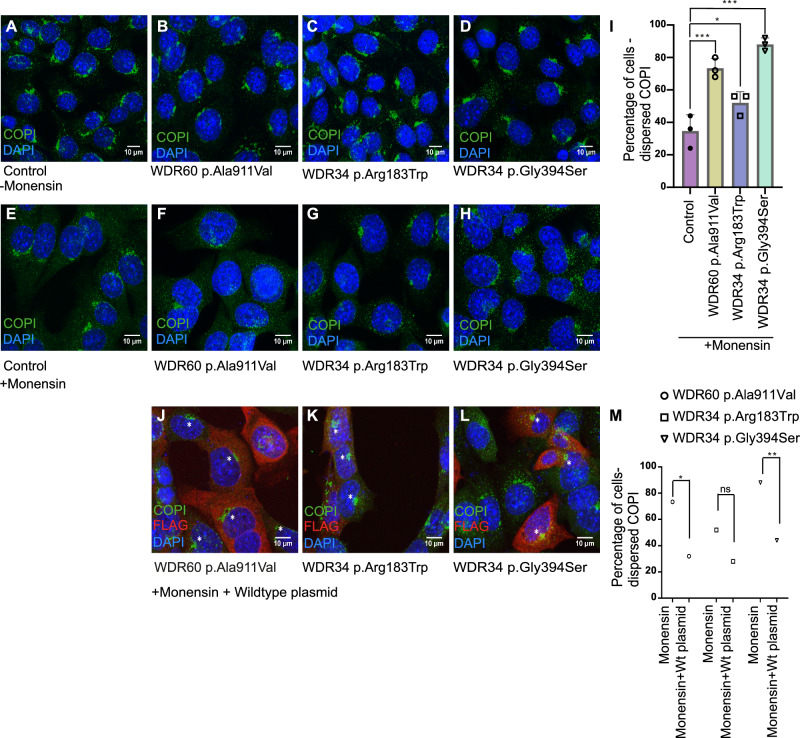
Impaired COPI-Golgi recovery after Golgi stress in mutant versus control clones. **A**–**D** COPI immunofluorescence analyses reveal no overt difference between mutant and controls under normal conditions. **E**–**H** Monensin treatment followed by washout reveals delayed recovery of the COPI-positive compartment in mutants compared to controls. **I** Quantification of immunofluorescence results obtained by calculating the percentage of cells with dispersed COPI compartment after the monensin stress assay in mutants versus controls (*n* = 25 cells per genotype analyzed, one-way ANOVA with Dunnett’s multiple comparisons test, error bar depicts SD between three independent experiments). **J**–**M** Overexpression of Flag-tagged wildtype WDR34 or WDR60 (in red) in corresponding mutant clones partially rescues the dispersed COPI compartment phenotype in the mutants resulting from monensin treatment (*p < 0.05, **p < 0.01; ***p < 0.005, scale bars: 10 µm in all images). **M** Quantification of cells with dispersed COPI compartments after monensin treatment, displaying partial recovery in all three mutants after expression of wild-type protein. Overexpression of wildtype WDR60 in WDR60 p.Ala911Val cells, as well as overexpression of wildtype WDR34 in WDR34 p.Gly394Ser mutant cells, resulted in statistically significant recovery of the dispersed COPI compartment, while statistical significance was not reached in WDR34 p.Arg183Trp cells despite visible reduction of COPI dispersion (*n* = 25 cells per genotype analyzed, Fisher’s exact test).

## Discussion

The hypomorphic nature of human disease alleles in dynein-2 components suggests that knockout models may be less suitable for functional studies. Using CRISPR-based editing, we were able to replicate three human disease alleles in cilia-Apex-IMCD3 cells. However, editing efficiency using a BE4-Gam cytidine base editor system without GFP for sorting of transfected cells^35^ was very variable and overall low (0.6–13%). Improved versions of the cytosine base editors, such as BE4max with a co-expressed GFP marker^36^, will likely improve editing efficiencies. We also experienced unintended editing of bases at a close distance to the target base in two instances. This underlines the importance of, (if possible), choosing a target base in a genomic area with the least number of possible unintended targets. There are now many improved versions of the cytosine base editor available, offering high editing efficiency and reduced off-target effects and bystander editing. It is important to carefully select the most appropriate base editor^37^.

In line with previous reports of disturbed retrograde IFT in fibroblasts from human SRTD cases^9,38^ and knockout mouse models^17^ we observed disturbed retrograde IFT in all three dynein-2, intermediate chain mutants. WDR60p.Ala911Val and WDR34p.Arg183Trp mutant cells exhibited a small but statistically significant reduction in cilia length compared to control cells; no difference regarding the ciliation rate was observed for any mutant clone compared to controls. In line with this finding, analyses of fibroblasts from patients with WDR34 mutations displayed shorter cilia^7^ and fibroblasts from SRPS patients with WDR60 mutations showed ciliogenesis defect with few cells forming stumpy cilia, while WDR60 mutant JATD fibroblasts were only mildly affected^9^. This suggests a connection between the extent of dynein-2 loss of function and cilia defects, further supported by the finding that ciliogenesis is not affected in *DYNC2H1* mutant fibroblasts carrying hypomorphic mutations^5^ while *Dync2h1* mouse mutant fibroblasts with complete Dync2h1 loss of function only form ciliary stumps^39^. Interestingly, however, knockout of *WDR34* in human telomerase-immortalized RPE1 (hTERT-RPE1) cells has been reported to affect the axoneme extension, with cells showing only pre-ciliary vesicles, while *WDR60* knockout in the same cells did not affect cilia formation and only had a mild impact on cilia length^18^. The underlying reason for this difference has remained unexplained. We also detected impaired reduction of GLI3 repressor to full-length ratio upon addition of the hedgehog agonist SAG, as well as increased GLI3 full-length amounts in all three mutants in comparison to control cells, recapitulating the hedgehog signaling defect observed in dynein-2 intermediate chain mutant patient cells^9^, knockout cells^18,40^, and animal models^17^.

Transcriptome analyses did not reveal any influence of the mutations on the expression level of dynein-2 complex or IFT genes. However, expression of *DCDC2A*, a hepato-renal ciliopathy gene, was significantly lower in all mutants compared to controls. 

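Of 14 genes of dynein-2 subunits 12 were tested, and 0 were called in ciliated (log2 fold changes -0.23 to 0.21, 3 at an unadjusted p under 0.05) or non-ciliated mutants (-0.16 to 0.27, 1). Without the limit on the log2 fold change, 1 had an adjusted p under 0.05 in each state over all genes, and over the list alone 1 in ciliated and 0 in non-ciliated cells (edgeR, BH). That gene was Wdr60 in both: its log2 fold change was -0.20 (SE 0.06, edgeR, BH-adjusted p = 0.0471) in ciliated and 0.23 (SE 0.08, edgeR, BH-adjusted p = 0.0394) in non-ciliated cells, with 21.4 ± 0.865 CPM in mutants (n = 3 clones) against 24.7 ± 1.4 in controls (n = 4) and 27.5 ± 2.95 CPM in mutants (n = 2 clones) against 23.5 ± 2.49 in controls (n = 4). Wdr34 changed by -0.04 (SE 0.15, edgeR, BH-adjusted p = 0.913) and 0.18 (SE 0.12, edgeR, BH-adjusted p = 0.329). In the Wdr34 clone labelled 3 alone it was at 22.2 ± 2.08 CPM, against 41.3 ± 6.02 over controls, a log2 fold change of -0.90 (SE 0.15, edgeR, BH-adjusted p = 0.000163). Of 24 IFT genes 23 were tested and 0 called in ciliated (-0.23 to 0.62; 0 adjusted over the list alone, 3 unadjusted) or non-ciliated mutants (-0.38 to 0.39; 0, 4 unadjusted). Over all genes and without the limit on the log2 fold change, 0 of them had an adjusted p under 0.05 in ciliated and 1 in non-ciliated cells (smallest BH-adjusted p 0.036, edgeR). Single ciliated clones had 1 such IFT gene (Wdr60), 0 (Wdr34 labelled 1) and 3 (Wdr34 labelled 3), with 0 called. The smallest BH-adjusted p was 0.0231, 0.124 and 0.0124 (edgeR). In the same order, 5, 0 and 1 of the 23 IFT genes had an adjusted p under 0.05 over the list alone, and 10, 2 and 6 an unadjusted one (edgeR). Their log2 fold changes in the Wdr60 clone ran from -0.72 to 0.66. Counts of the near-identical genes Dynlt1a, Dynlt1b, Dynlt1c and Dynlt1f are uncertain, since they can share reads.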

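In single ciliated clones the log2 fold change of Dcdc2a was -4.37 (SE 0.45, edgeR, BH-adjusted p = 4.42e-06) in the Wdr60 clone, -3.62 (SE 0.42, edgeR, BH-adjusted p = 3.72e-06) in the Wdr34 clone labelled 3 and -0.69 (SE 0.33, edgeR, BH-adjusted p = 0.299) in the clone labelled 1. The clone labelled 1, at 39.8 ± 0.969 CPM, was above the control H12 (33.4 ± 3.52); the others had 3.11 ± 0.933 and 5.29 ± 0.838. Non-ciliated clones had 2.56 ± 0.478 CPM (Wdr34) and 0.275 ± 0.0902 (Wdr60), and controls from 3.82 ± 0.919 in AB to 76.6 ± 2.44 in control 2.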

DCDC2A co-localizes with acetylated tubulin along the ciliary axoneme as well as spindle microtubules and is thought to play a role in microtubule polymerization^41^. DCDC2A also interacts with DVL1-3, suggesting a role in Wnt signaling regulation^29^. In line with this, Schueler et al. suggest that DCDC2A dysfunction results in a ciliogenesis defect in kidney cells with constitutive activation of the canonical Wnt signaling pathway^29^. While patients harboring biallelic *DCDC2* mutations do not usually exhibit a skeletal phenotype, nephronophthisis (like) or cystic renal disease, as well as rarely cystic-fibrotic hepatic changes, can be observed in a subset of SRTD patients, especially in fetuses with an overall severe phenotype. Potentially, reduced DCDC2 expression could contribute to renal and hepatic findings in SRTD. Consistent with this, the patient carries WDR60p.Ala968Val homozygously presented with chronic hepatic disease (Supplementary information patient phenotype file, Table 1). Human patients carrying WDR34 p.Gly393Ser homozygously were fetuses^8,14^, and the patient with the homozygous WDR34 p.Arg182Trp variant passed away at 4 months of age^42^ without any reported overt liver or kidney phenotype; however, the development of kidney or liver anomalies at a later age could not be ascertained.

We also observed consistent downregulation of *Rab6b* in all mutant clones versus controls in both ciliated and non-ciliated cells. 

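By clone, Rab6b changed by -3.47 (SE 0.33, edgeR, BH-adjusted p = 1.56e-06) in the ciliated Wdr60 clone, by -2.81 (SE 0.30, edgeR, BH-adjusted p = 3.29e-05) in the Wdr34 clone labelled 1 and by -0.63 (SE 0.26, edgeR, BH-adjusted p = 0.0923) in the clone labelled 3 (log2 scale). Their means were 1.72 ± 0.452, 2.7 ± 0.15 and 12.5 ± 0.831 CPM, the last within the range of the controls, 12.1 ± 1.67 in A4 to 28.5 ± 1.05 in G7. In non-ciliated cells the Wdr34 clone had 2.75 ± 0.554 CPM and the Wdr60 clone 1.0 ± 0.223, both below all 4 controls (9.47 ± 0.743 in control 1 to 32.3 ± 1.43 in control 2).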

RAB6B is a small GTPase important for Golgi to ER transport^43^, mediated by COPI vesicles^44^. RAB6B interacts with Bicaudal D-1, a binding partner of the dynein-1/dynactin complex^30^ as well as with Roadblock-1 (DYNLRB1)^45^, a light chain component of both cytoplasmic dynein-1 and dynein-2 (IFT-dynein). RAB6B- Bicaudal-D1 complex is proven to co-localize at the Golgi^30^. In dynein-2, DYNLRB1 interacts with the N-terminal domains of WDR34 and WDR60, and these interactions enable the conformational change of dynein-2 motor during IFT transport, as well as cargo binding^46,47^. RAB6B shows 91% similarity with RAB6A, and both interact with Rabbkinesin-6^43^, with no specific RAB6B antibody available. Unfortunately, this prevented us from evaluating protein levels and subcellular localization of RAB6B in mutant clones versus controls. Our results suggest impaired Golgi recovery after stress in mutant cells. In line with impaired Golgi protein transport functions under stress, we observed reduced expression of several other Golgi-associated proteins, including ELMOD1, in all dynein-2 mutants (both ciliated and non-ciliated cells) compared to controls. 

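Elmod1 was counted at most 1 time per library in the ciliated Wdr60 clone, 3 times in the Wdr34 clone labelled 3 and 5 times in the clone labelled 1. Means were 0.0147, 0.123 and 0.0702 CPM, against 0.346 in G7, 0.363 in A4 and 0.606 in H12. The edgeR BH-adjusted p was 0.0191, 0.0341 and 0.11 in the 3 clones, and no fold is given at such counts. In non-ciliated cells the Wdr34 clone had 0.563 ± 0.283 CPM and the Wdr60 clone 0.0729 ± 0.0551, against 1.42, 1.73 and 10.7 in controls 1, 2 and 3 and 0.0635 ± 0.0767 in AB.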

The ELMOD1 is a GTPase-activating protein that acts mainly on ADP-ribosylation factor (ARF) family GTPases, and knockout affects primary cilia formation, reducing ciliary ARL13B expression and resulting in accumulation of INPP5E and IFT140 at the Golgi^31^. Knockout mice present with fused and elongated stereocilia in the inner ear and disturbed intracellular vesicle trafficking in knockout cells have been described^48^. 

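Single ciliated clones differed in Rgs2: the log2 fold change was 2.73 (SE 0.44, edgeR, BH-adjusted p = 0.000136) in the Wdr34 clone labelled 3, 0.62 (SE 0.53, edgeR, BH-adjusted p = 0.528) in the Wdr60 clone and 0.13 (SE 0.56, edgeR, BH-adjusted p = 0.934) in the clone labelled 1. The Wdr60 clone had 0.649 ± 0.243 CPM and the clone labelled 1 0.461 ± 0.203, within the controls (0.116 ± 0.0443 in A4 to 0.69 ± 0.339 in H12).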

Further, we detected up-regulation of RGS2, a regulator of G protein signaling and inhibitor of COPI vesicles binding to Golgi in all mutants^23^.

Due to the extensive amount of extracellular matrix proteins required for cartilage and bone formation and maintenance, proper function of protein transport and posttranslational modification at the Golgi is essential for skeletal development. It comes as no surprise that defective protein processing and transport, as well as Golgi dysfunction, have been observed with many skeletal dysplasias/developmental skeletal conditions, including geroderma osteodysplasticum (OMIM: 231070), caused by dysfunction of GORAB, a trans-Golgi and centrosome RAB6-interacting protein^49^ and *ARCN1-*associated syndromic rhizomelic short statur*e*^50^. *ARCN1* encodes delta-COP, localizing at the Golgi, ER, and intracellular vesicles, and plays a role in ER stress regulation and ER-Golgi protein transport.

Previous studies have further suggested links between ciliary proteins, Golgi function, and skeletal dysplasias. Grissom et al. have suggested that the dynein-2 light intermediate chain DYNC2LI1 co-localizes with DYNC2H1 at the Golgi and mediates cargo-loading to the dynein-2 complex at the Golgi^51^. Follit et al. demonstrated that TRIP11 (GMAP-210), a Golgi-associated microtubule-binding protein, anchors IFT20 to the Golgi^52^. TRIP11 is able to recruit gamma-tubulin-containing protein complexes to the Golgi membrane independent of microtubule integrity, and TRIP11 depletion causes Golgi fragmentation^53^. Dysfunction of TRIP11 causes a severe chondrodysplasia phenotype presenting with thoracic dysplasia resulting in lung hypoplasia in humans and mice^54,55^ with cells showing a defective Golgi architecture, impaired Golgi-mediated glycosylation, and intracellular accumulation of the extracellular matrix protein perlecan^55^.

In line with a mildly perturbed COPI-Golgi function in our mutants, we found reduced COPI-Golgi recovery abilities after monensin stress application in mutants versus controls, which could be partially rescued by expression of wild-type WDR34 or WDR60. Overall, WDR34 Gly394Ser mutant cells displayed a more severe phenotype compared to the other two mutants, while described human phenotypes for the two different WDR34 alleles do not seem to differ with regard to the severity of death in utero or within the first months of life^8,14^. We cannot exclude that this could be attributed to the additional effects of the unintentional heterozygous WDR34 Gly393Asp change in our clone. While GO term analyses of mutant versus wildtype clones revealed down-regulation of pathways essential for angiogenesis/vasculature development as well as cell and tissue migration in both ciliated and non-ciliated cells, we observed lower expression of *Vegfa* only in mutant ciliated cells compared to ciliated controls. 

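In non-ciliated cells Vegfa had 49.7 ± 7.38 CPM in mutants (n = 2 clones) against 62 ± 25.1 in controls (n = 4), a log2 fold change of -0.31 (SE 0.18, edgeR, BH-adjusted p = 0.25) and an exact 2-sided permutation p of 0.667. The difference between the log2 fold changes of the 2 states, tested as an interaction, was -0.68 (SE 0.36, edgeR, BH-adjusted p = 0.379). Non-ciliated mutant clones had 54.9 ± 3.5 CPM (Wdr34) and 44.5 ± 1.94 (Wdr60), and controls 40.8 ± 1.45 (control 2) to 97 ± 10.1 (AB).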

While *Vegfa* knockout is embryonically lethal in mice, hypomorphic loss of function results in angiogenesis defects, including cartilage vascularization defects^56^. Reduced *Vegfa* expression has been further found at the growth plates of *Kif3a* knockout mice. *Kif3a* encodes for a subunit of the anterograde IFT-motor kinesin, and *Kif3a* loss-of-function phenotypes in mice resemble dynein-2 dysfunction phenotypes, including hedgehog signaling defects, growth plate dysfunction, and skeletal defects^57^. This could indicate a role of cilia or IFT in regulating Vegfa expression.

Limitations of this study consist of the presence of the additional unintended heterozygous missense change *Wdr34* c.1178 G > A in the *Wdr34* c.1180 G > A, p.Gly394Se clones, as well as representing in vitro data, which ideally should be confirmed in the future in vivo using mouse models carrying human disease alleles. Further, as some cell signaling, such as hedgehog signaling, is not intrinsically activated in vitro and requires stimulation, cell signaling changes in mutant cells can be missed using transcriptome analysis in non-stimulated cells. Accordingly, we did not detect changes in hedgehog signaling in RNA sequencing experiments, while we observed hedgehog defects after stimulation using GLI3 western blot analysis (Fig. 3H, I). 

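Of 13 genes of the hedgehog pathway 7 were tested in each state. In ciliated mutants 0 were called (0 adjusted over the list alone, 0 at an unadjusted p under 0.05), with log2 fold changes of -0.68 to 0.28 and a smallest BH-adjusted p of 0.392 (edgeR). In non-ciliated mutants 0 were called (0 over the list alone, 1 unadjusted), with -2.70 to 0.11 and 0.0527; the lowest value in both states was that of Gas1. DESeq2 called 1 of the 13 higher and 1 lower in non-ciliated mutants. In single ciliated clones 8 were tested and edgeR called 0. Without the limit on the log2 fold change, 1 had an adjusted p under 0.05 in the Wdr34 clone labelled 3 (0.0204, edgeR, BH). There were 0 such genes in the clone labelled 1 and in the Wdr60 clone. Gas1 was at -4.88 in the Wdr60 clone, where DESeq2 called 1 of the 13 lower.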

Possibly, there are other cell signaling defects we did not detect due to a lack of stimulation/activation of those pathways. This will require future pathway-specific analyses.

In summary, in this study, we successfully created SRTD disease models carrying human missense alleles using base editing. We confirmed retrograde IFT defects as well as disturbed hedgehog signaling and further detected evidence for COPI–Golgi perturbation associated with human disease alleles, which could, combined with changes in the cytoskeleton and extracellular matrix composition, contribute towards the severe skeletal phenotype associated with dynein-2 intermediate chain dysfunction.

## Materials and methods

### Ethics statement

The methods were performed in accordance with relevant guidelines and regulations, and genetic diagnostics were performed under the Diagnostic Innovation Program Radboudumc Nijmegen (Ethics committee Arnhem-Nijmegen).

### Human DNA samples

Written consent was obtained from all participants or their legal guardians. A genetic diagnostic was performed at Radboudumc in Nijmegen under the Diagnostic Innovation Program Radboudumc Nijmegen. Genomic DNA extraction was performed with the Qiagen genomic DNA extraction kit (Qiagen, Germantown, MD, USA). DNA concentrations were determined by Nanodrop (Thermo Fischer Scientific, Waltham, MA, USA).

### Whole exome sequencing

Exome sequencing and data analysis were performed as previously described^58–60^. In brief, 2-5 micrograms of DNA from the index case were used for whole exome sequencing (WES) at Novogene, Hong Kong. Agilent SureSelect Human All Exon V5 Kit (Agilent, Santa Clara, California, USA) was used for capture and sequencing performed on an Illumina HiSeq 2500 machine (Illumina, San Diego, California, USA). Paired-end sequencing resulted in sequences of 150 bases from each end of the fragments. UCSC hg19 was used as a reference genome. VarScan version 2.2.5 and MuTec and GATK Somatic Indel Detector were used to detect SNVs and InDels. Variants were then filtered in-house to select variants with a minor allele frequency (MAF) of <1% in public control databases, including dbSNP, ExAc, and gnomAD (https://www.ncbi.nlm.nih.gov/snp/; https://gnomad.broadinstitute.org/). Remaining variants were first filtered for known disease-causing genes with an emphasis on diseases compatible with the patient phenotype (SRTD). Homozygous variants were prioritized due to the consanguinity of the family. Additionally, visual BAM file inspection was performed for homozygous CNVs in genes previously associated with SRTD, and exome data files were further analyzed for the presence of heterozygous CNVs using Exome Depth^61^.

### Sanger sequencing

Primers specific to the locus of the novel WDR60 c. 2903 C > T, p.Ala968Val variant was designed using primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) and PCR amplification of the region was performed with Q5 DNA polymerase (New England Biolabs, Ipswich, Massachusetts, USA). The PCR product was then sequenced by reverse primer, using Sanger´s chain termination method. (Primer sequences Forward- 5′CTCTGGCTGCTGAGATCAAGT3′; 5′AAAGACCGTAAGTGGCACCC3′).

### CRISPR–Cas9 mediated mutation creation in Cilia–APEX–IMCD3

Cilia–APEX–IMCD3 (Inner Medullary Collecting Duct) cells were a kind gift from Maxence Nachury, Stanford University School of Medicine, USA. First, we determined the corresponding positions of the human disease alleles in the mouse genome (mutation taster program) (Fig. 2D–F). Missense changes created in Cilia–APEX–IMCD3 cell lines are labeled throughout the manuscript with reference to the mouse genome. Protospacer sequences and corresponding oligos used to generate spacer sequences are provided in the Supplementary Table 2. The selected target sequences (protospacer along with the PAM sequence) were checked for specificity against the mouse genome (GRCm39) using NCBI BLAST. The gRNA binding regions were checked for the presence of single-nucleotide polymorphism (SNP) by PCR (One Taq 2× master mix (New England Biolabs, Ipswich, Massachusetts, USA) and subsequent Sanger sequencing of the PCR product (primers designed by Primer-BLAST, sequences are available on request). The oligos, along with the overhang sequence, were synthesized by Eurofins Genomics (Eurofins Genomics, Ebersberg, Germany). The oligos were annealed and ligated into the gRNA expression vector, BPK1520 (Plasmid #65777, Addgene, Watertown, Massachusetts, USA), using the Anza T4 DNA ligase master mix (Thermo Fisher Scientific, Waltham, Massachusetts, USA) after digesting the vector with BsmBI restriction enzyme (New England Biolabs, Ipswich, Massachusetts, USA).

Cilia–APEX–IMCD3 cells were transfected with 4 µg of the cytosine base editor encoding plasmid BE4-Gam (kind gift from David Liu; Addgene Plasmid #100806, Addgene, Watertown, Massachusetts, USA) and 1 µg of BPK1520 with respective target oligo inserts using jetPRIME transfection reagent (Polyplus-transfection, Illkirch-Graffenstaden, France) following the manufacturer’s instructions. Forty-eight hours after the first transfection, cells were split and plated at around 40% confluency and re-transfected the following day. Single cell sorting was performed 72 h after the second transfection (BD FACSAria III Cell Sorter, BD Biosciences, Franklin Lakes, New Jersey, U.S.A) and cells were collected in fifteen 96-well plates. For controls, cells were transfected with plasmid BE4-Gam and 1 µg of BPK1520 without any specific target sequence oligos. Single clones were picked approximately 3 weeks later, and part of the cells were used for genotyping using Sanger sequencing (primer sequences are given in Supplementary Table 2) (Supplementary Fig. 1).

### Immunofluorescence analysis

Ciliation was induced by 32 h of serum starvation. Cells were then washed with PBS and fixed with ice cold 100%methanol. Fixed cells were stained with rabbit polyclonal IFT88 (1:100 dilution; 13967-1-AP, Proteintech, Rosemont, IL, USA) and mouse monoclonal gamma tubulin primary antibodies (1:200 dilution; T6557, Sigma, Taufkirchen, Germany), overnight at 4 °C after permeabilizing with 0.5% Triton-X 100. Cells were then washed three times with 1× PBS and incubated with Alexa Fluor 568 goat anti-rabbit (1:500; A11011, Life Technologies, Carlsbad, CA, USA) and Alexa Fluor 633 goat anti-mouse IgG1 (1:500; A21126, Life Technologies, Carlsbad, CA, USA) secondary antibodies for 1 h. Cells were finally washed three times with 1× PBS and mounted in Vecta shield with DAPI (Vector Laboratories, Burlingame, USA). Images were taken using a Zeiss LSM NLO inverted microscope (Carl Zeiss Microscopy, Jena, Germany) with a 63× objective. Image analysis was performed using ImageJ software. For investigations of putative retrograde IFT defects, the accumulation of IFT88 at the ciliary tip in 130 cilia per mutant clone and control clone was analyzed. For cilia length analyses, the length of the 100 cilia per clone was measured using Image J, and for ciliation efficiency, 100 cells were checked for cilia formation.

### Western blot

Control and mutant cells were serum-starved in a medium containing 0.2% FBS for 24 h. For GLI3 western blots, cells were then treated with 500 nm SAG. After 24 h, cells were lysed in RIPA lysis buffer (Abcam, Cambridge, UK), followed by total protein concentration estimation (Bradford assay). 30 µg of total protein was then separated in NuPAGE Bis–Tris gel (4–12%, Invitrogen, Waltham, Massachusetts, USA), followed by western analysis using goat polyclonal GLI3 antibody (1:1000 dilution; AF3690, R&D Systems, Minneapolis, Canada). The intensity of bands was then quantified by Image J (densitometry). For PVRL1 western blot analysis, a mouse monoclonal antibody was used (1:1000; MABT61, Sigma, Taufkirchen, Germany), and proteins were separated in Tris-Glycine gel 4–20% (Invitrogen, Waltham, Massachusetts, USA). Rabbit polyclonal beta-actin antibody (1:10000; Ab8227, Abcam, Cambridge, UK) was used as a loading control.

### RNA sequencing

For RNA sequencing, RNA was extracted from cells grown in 6-well plates using the RNeasy Mini Kit (Qiagen, Germantown, MD, USA) following the manufacturer’s instructions. To induce ciliogenesis, the cells were cultured in starvation medium (0.2% FCS, instead of 10%) for 50 h. To control for proper ciliation of ciliated samples, a coverslip was placed on one well of the 6-well plate. The cells were then fixed in 4% PFA and stained with rabbit polyclonal ARL13B primary antibody (1:100; 17711-1-AP, Proteintech, Rosemont, Illinois, USA) and checked for ciliation before RNA extraction. The quality and quantity of total RNA were measured using the High Sensitivity RNA Screen Tape Analysis (Part number 5067-5579, Agilent Technologies, Santa Clara, California, United States) and Qubit RNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA, Q32852), respectively. RNA preparation and RNA sequencing were performed as previously described^62^. RNA sequencing of four different control clones and three different mutant clones with four technical replications each was performed at Novogene, Hong Kong, on a NovaSeq PE150 sequencer (12 G raw data per sample).

### Transcriptomics bioinformatics

RNA sequence analyses were performed in-house as previously described^63^. In brief, sequence reads were mapped to the mouse reference genome GRCm38/mm10 (iGenomes, Illumina; chromosomes 1–19, X, Y, M) using the Rsubread v1.28.1 package in R v3.4.4. Gene counts were retrieved from the mapping, applying the Rsubread::featureCounts function with the iGenomes reference genome gtf file for annotation (archive-2015-07-17-32-40 and archive-2015-07-17-33-26 for GRCM38). For differential expression analysis, DESeq2 v1.18.1 was used. First, the counts were normalized by library size (DESeq2::estimateSizeFactors) and by gene-wise dispersion (gene-wise geometric mean over the samples; DESeq2::estimateDispersions), then the differential expression analyses were performed applying negative binomial generalized linear model fitting and Wald statistics on the normalized count data (DESeq2::DESeq2). Subsequently, the results were filtered for adjusted *p* < 0.05, and the log2 fold change values (log2FC) are indicated in the figure legends. Interactive volcano and MDS plots were generated using the R package Glimma (1.10.1) and heatmaps using pheatmap (v1.0.12). For GO term enrichment analyses, gene symbols were converted to gene IDs using biomaRt (v2.38.0) and subsequently, enrichment was assessed and visualized using GO.db (3.7.0) and clusterProfiler (3.10.1).

### Golgi stress assay and rescue

Cells were treated with 10 µM monensin for 16 h, followed by washing twice with 1XPBS and incubating the cells in fresh medium for 6 h. After 6 h the cells were washed in 1× PBS and fixed in 4% PFA followed by staining with rabbit polyclonal beta COP antibody (1:100; Ab2899, Abcam, Cambridge, UK) after permeabilizing with 0.5% Triton-X 100. Alexa Fluor 488 goat anti-rabbit (1:500; A11008, Life Technologies, Carlsbad, California, USA) was used as the secondary antibody. Cells were imaged and analyzed as explained above. A total of 25 cells per condition was counted in one experiment to calculate the dispersed COPI compartment.

For the rescue experiment, mutant cells were first transfected with the respective wild-type plasmid using jetPRIME transfection reagent (Polyplus-transfection, Illkirch-Graffenstaden, France) according to the manufacturer’s instructions for WDR34p.Arg183Trp and WDR34p.Gly394Ser mutants, cells were transfected with 1 µg of WDR34 human Myc-DDK-tagged ORF Clone (RC204288, OriGene, Rockville, Maryland, USA) and for WDR60p.Ala911Val mutant cells were transfected with 1 µg of WDR60 Mouse Myc-DDK-tagged ORF Clone (MR217536, Origene, Maryland, USA). After 24 h, cells were treated with 10 µM monensin, and immunofluorescence analysis was done as explained above. To visualize transfected cells in rescue experiments, mouse monoclonal FLAG primary antibody (1:100; F1804-50UG, Sigma, Taufkirchen, Germany) and Alexa Fluor 568 Goat anti-mouse secondary antibody (1:500; A11031, Life Technologies, Carlsbad, California, USA) were used along with COP antibody and corresponding secondary antibody. Only cells that indicated positive flag staining were analyzed for the effect of the wild-type plasmid on the COPI compartment.

### Statistical analysis

For the analysis of IFT88 accumulation at the tip of the cilia, Fisher’s exact test was performed, and 130 cells were analyzed per genotype. Student’s *t*-test was performed for the cilia length analysis (100 cells per genotype analyzed). Significance of ciliation efficiency in mutants versus control was determined by performing Fisher’s exact test (100 cells per genotype analyzed). For the analysis of GLI3 repressor to GLI3 full-length ratio in Fig. 3I, two-way annova with Bonferroni’s multiple comparisons test was performed. For the analysis of the percentage of cells with dispersed COPI compartments after the monensin stress assay in mutants versus controls in Fig. 5I, one-way ANOVA with Dunnett’s multiple comparisons test (25 cells per genotype analyzed) was performed. For the rescue experiment in Fig. 5M, Fisher’s exact test was performed after calculating the percentage of cells with dispersed COPI compartments (25 cells per genotype analyzed). Raw data used for the figures are provided in the Supplementary Data 7 and 8.

### Web resources

https://www.ncbi.nlm.nih.gov/snp/

https://gnomad.broadinstitute.org/

https://blast.ncbi.nlm.nih.gov/Blast.cgi

https://www.mutationtaster.org/

https://www.ncbi.nlm.nih.gov/tools/primer-blast/

http://genetics.bwh.harvard.edu/pph2/

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplemental information

Description of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Supplementary data 3

Supplementary data 4

Supplementary data 5

Supplementary data 6

Supplementary data 7

Supplementary data 8

Reporting Summary

## Data Availability

The datasets generated during and/or analyzed during the current study are available in the GEO database, with the GEO accession number GSE208712.

# Supplementary material for: Base editing-derived models of human WDR34 and WDR60 disease alleles replicate retrograde intraflagellar transport (IFT) and hedgehog signaling defects
**Source:** Commun Biol. 2026 Jul 1;9:889. doi: 10.1038/s42003-026-10507-2
**Supplement:** Supplementary file 1 — Supplemental information

## Supplementary Information

### List of Supplementary Data files

|                      |                                                                |
|----------------------|----------------------------------------------------------------|
| Supplementary Data 1 | WDR60p.Ala911Val_ciliated cells GO_BP                          |
| Supplementary Data 2 | WDR34p.Arg183trp_ciliated cells GO_BP                          |
| Supplementary Data 3 | WDR34p.Gly394Ser_ciliated cells GO_BP                          |
| Supplementary Data 4 | Differentially expressed genes WDR60p.Ala911Val_ciliated cells |
| Supplementary Data 5 | Differentially expressed genes WDR34p.Arg183trp_ciliated cells |
| Supplementary Data 6 | Differentially expressed genes WDR34p.Gly394Ser_ciliated cells |
| Supplementary Data 7 | Raw data used for creating the Figures                         |
| Supplementary Data 8 | Raw data for Figure 4 F                                        |

### A detailed description of the clinical phenotype of SI\_36

The index was the second child of a consanguineous couple (second-degree cousins). His mother previously had given birth to a healthy boy and reported one miscarriage where no genetic testing was performed. The mother was referred to our clinic for genetic counseling when she was 26 weeks pregnant for the index. On detailed prenatal ultrasonography, the fetus presented with short and mildly bowed extremities (femur, humerus tibia) and mild angulation on the humerus, normal head circumference, frontal bossing, mildly narrow thorax (increased cardiothoracic index: 66%) and right pes equinovarus. Chromosome analysis and FGFR3 gene analysis from cord blood were normal. He was born at term with a birth weight of 3400 gr, birth length: 51 cm, birth OFD: 38 cm and stayed at the NICU for 2 weeks because of respiratory distress and direct hyperbilirubinemia (cholestasis). He presented with a narrow thoracic cage, predominantly rhizomelic short extremities short hands and feet and brachydactyly, partial cutaneous syndactyly of 2nd and 3rd toes, bilateral palmar simian creases, distally placed small nails, especially toenails were deeply placed and hypoplastic, high palate with normal frenula, mild umbilical hernia and normal genitalia. Measurements at 17 days of age were Wt: 3260 gr, ht: 51.5 cm, OFD: 35.5 cm. He was clinically diagnosed with Short Rib Thoracic Dysplasia /Jeune Syndrome.

Newborn Echocardiography showed mild peripheral pulmonary stenosis, a control at 1 year of age showed no abnormalities. Newborn abdominal ultrasound showed mild hepatomegaly, hydronephrosis of the left kidney but no bile duct abnormality. A control showed normalization of the left sided hydronephrosis. Ophthalmological examination and brain ultrasound revealed no abnormalities.

During follow-up, he developed several lower airway infections and he suffered from chronic respiratory distress. Sternotomy and thoracic expansion surgery were performed at the age of 7 months. He was last evaluated when he was 14 months old, measurements were height: 69-70 cm (< 3. Centile), weight: 6730 gr (< 3rd centile), OFD: 43.5 cm when he still experienced respiratory distress, mild cyanosis, narrow thoracic cage with distended abdomen. His nasal base appeared flat, had frontal bossing, hypertelorism, and defective wedged enamels of his teeth. He was admitted several times to the ICU for respiratory insufficiency. A thoracic CT scan at the age of 6 months revealed a narrow thoracic cage especially on superior and anterior parts, relative cardiomegaly, right aberrant subclavian artery, ground-glass opacifications in some segments of both lungs and linear opacities showing linear subpleural atelectasis.

He further suffered from chronic hepatic disease and portal hypertension and he had paracentesis twice for ascites. Portal vein Doppler and ultrasound at the age of 9 months revealed hepatosplenomegaly, parenchymal heterogeneity of the liver, decreased caliber of the portal vein, increased echogenicity of periportal regions. Decreased blood flow through the portal vein and ascites.

He was trying to stand up and walk at 14 months of age. His voice was low pitched due to longterm intubation. At 1.5 years of age, he sadly passed away.

Three years later the mother was pregnant again with twins, however, both fetuses died in utero around five months into the pregnancy. One fetus was macerated at birth. The other fetus showed mildly narrow thorax, short extremities and brachydactyly of the hands. No autopsy was performed.

| Description                   | geneID                                                               |
|-------------------------------|----------------------------------------------------------------------|
| adhesion of symbiont to host  | Ace2/Gbp7/Gbp3/Nectin1/Gbp2/Gbp6                                     |
| response to interferon-beta   | Ifi203/Tgtp1/Tgtp2/Gbp3/Gbp2/Gbp6/Ifi47/Ifitm3                       |
| response to interferon-gamma  | Tgtp1/Gbp7/Gbp3/Gbp10/Gbp2/Gbp6/Snca/Ifitm3/Gbp4                     |
| defense response to protozoan | Gbp7/Gbp3/Gbp10/Gbp2/Gbp6                                            |
| muscle cell proliferation     | Il15/Ace2/Angpt1/Esr1/Tenm4/Retn/Tgm2/Gper1/Fgf1                     |
| organ growth                  | Col6a2/Ddr2/Col6a1/Esr1/Tenm4/Rgs2/Matn2/Fgf1                        |
| axon development              | Dclk1/Tspan2/Epha7/Map2/Nectin1/Gdnf/Ispd/Flrt2/Adcy1/Ust/Matn2/Bex1 |
| urogenital system development | Angpt1/Kif26b/Epha7/Nfia/Gdnf/Esr1/Serpinb5/Hey1/Irx1/Fgf1           |

|                                                                       |                                                          |
|-----------------------------------------------------------------------|----------------------------------------------------------|
| regulation of synapse assembly                                        | Ptprd/Epha7/Adgrl3/Nectin1/Flrt2/Snca                    |
| extracellular structure organization                                  | Lox/Abca1/Col11a1/Ddr2/Eln/Abi3bp/Serpinb5/Flrt2/Col16a1 |
| chondrocyte morphogenesis involved in endochondral bone morphogenesis | Col6a2/Col6a1/Matn2                                      |
| regulation of monooxygenase activity                                  | Gdnf/Esr1/Atp2b4/Snca                                    |
| nephron tubule morphogenesis                                          | Kif26b/Gdnf/Hey1/Irx1/Fgf1                               |
| regulation of G protein-coupled receptor signaling pathway            | Rgs9/Kctd12b/Rgs2/Atp2b4/Snca/Gper1                      |
| growth plate cartilage morphogenesis                                  | Col6a2/Col6a1/Matn2                                      |
| endochondral bone growth                                              | Col6a2/Ddr2/Col6a1/Matn2                                 |
| glycosaminoglycan metabolic process                                   | Dse/Ii15/Hexa/Dcn/Angpt1                                 |
| chondrocyte development                                               | Col11a1/Col6a2/Col6a1/Matn2                              |
| regulation of protein autophosphorylation                             | Gpnmb/Vegfc/Syk/Epha7                                    |

**Supplementary Table1.** Gene ontology term biological process; upregulated in ciliated cells

| Protospacer and PAM sequences                                                                                                                            | Primer Sequences                                                                            |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------|
| <b>WDR60 p.Ala911Val</b><br>CCTG <b>C</b> AGTGTTCCTGGTCC <b>AGG</b><br><br>5' <b>CAC</b> CCCTGCAGTGTTCCTGGTCC 3'<br>5' <b>AAAC</b> GGACCAGGAACACTGCAGG3' | Forward- 5'TATGTT <b>CAG</b> AAAACAAGAGCAAGCC 3'<br>Reverse- 5'AATTTAAGAAGAGCAAGGATGAGGG 3' |
| <b>WDR34 p.Arg183Trp</b><br>TGGT <b>C</b> GGTGAGTGAGAGCT <b>TGG</b><br><br>5' <b>CAC</b> CTGGTGGTGAGTGAGAGC 3'<br>5' <b>AAAC</b> GCTCTCACTACCGACCA 3'    | Forward- 5'GTCTTAGGTGCCCCGGTGAAA 3'<br><br>Revere - 5' TGGTGAGTGGAGACCACAGA 3'              |

|                                                                                                                     |                                                                             |
|---------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------|
|                                                                                                                     |                                                                             |
| <b>WDR34 p.Gly394Ser</b><br>CCTTCTCTCCCCATGGTGGCCC<br>5' CACCGGGGCCACCATGGGGAGAGA3'<br>5' AAATCTCTCCCCATGGTGGCCC 3' | Forward- 5' GCTTCCCCCTCAAGTGTTC 3'<br>Reverse- 5' TGTATGGCTTGTGCCTACCTTC 3' |

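Target codons were placed on the mouse transcripts of GRCm38; the genome sequence was not used here, so bases outside exons were not checked. Wdr60 lies on chromosome 12, 116206262–116263022 (minus strand, protein of 999 residues), and the codon of p.Ala911Val, GCA, is at 116211825 to 116211823 in exon 21 of 22 (116211725–116211948). All 19 bases of the protospacer CCTGCAGTGTTCCTGGTCC, with the PAM AGG, lie in this exon, in which CTGCAGTGGTCCCCAACAAGGCCT precedes the codon and GCAGTGTTCCTGGTCCAGGACGATGCG starts with it. Wdr34 lies on chromosome 2, 30031546–30048881 (minus strand, protein of 537 residues). The codon of p.Arg183Trp, CGG, is split between exons: 2 bases, from 30034764, end exon 3 (30034763–30034872), and the last, at 30033963, opens exon 4 of 9. Of the 19 bases of the protospacer TGGTCGGTGAGTGAGAGCT, with the PAM TGG, the leading 6 lie in exon 3 and 13 beyond its end. The codon of p.Gly394Ser, GGC, is at 30032439 to 30032437 in exon 7 of 9 (30032402–30032634), and all 22 bases of CCTTCTCTCCCCATGGTGGCCC lie in this exon. The transcript reads TCTGTGCTGGCCTGTGCCTATGGT before the codon of p.Arg183Trp and CGGCTAGATGATGGAGACTGGAGTACA from it, and CAGTTCACCTTCTCTCCCCATGGT before that of p.Gly394Ser and GGCCCCGTGTATTCTGTGAGCTGTTCC from it.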

**Supplementary Table 2.** Protospacer and PAM sequences (blue) of the genomic loci used for CRISPR single base editing with target base shown in red. The corresponding oligos used to generate the spacer sequences are given below (overhang sequences in green). Primer sequences used to amplify the genomic loci are also given.

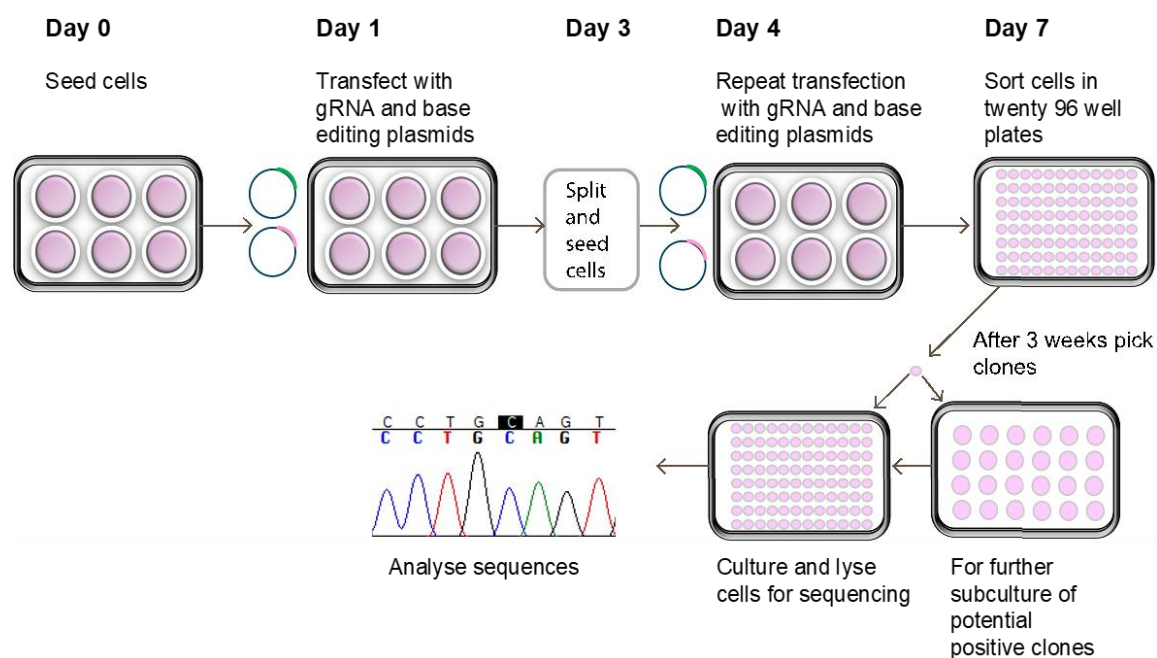

**Supplementary Fig. 1 CRISPR single base editing workflow.** Cells were transfected twice with cytosine base editor and gRNA encoding expression plasmids. Single cells were FACS sorted 72 hours after the second transfection round and allowed to grow until confluency, followed by clone picking and Sanger sequence analysis to identify edited clones. This figure was created using PowerPoint and Adobe Illustrator. The chromatogram is a screenshot of the Sanger sequence analysis from our experiment. AI tools were not used to generate this figure.

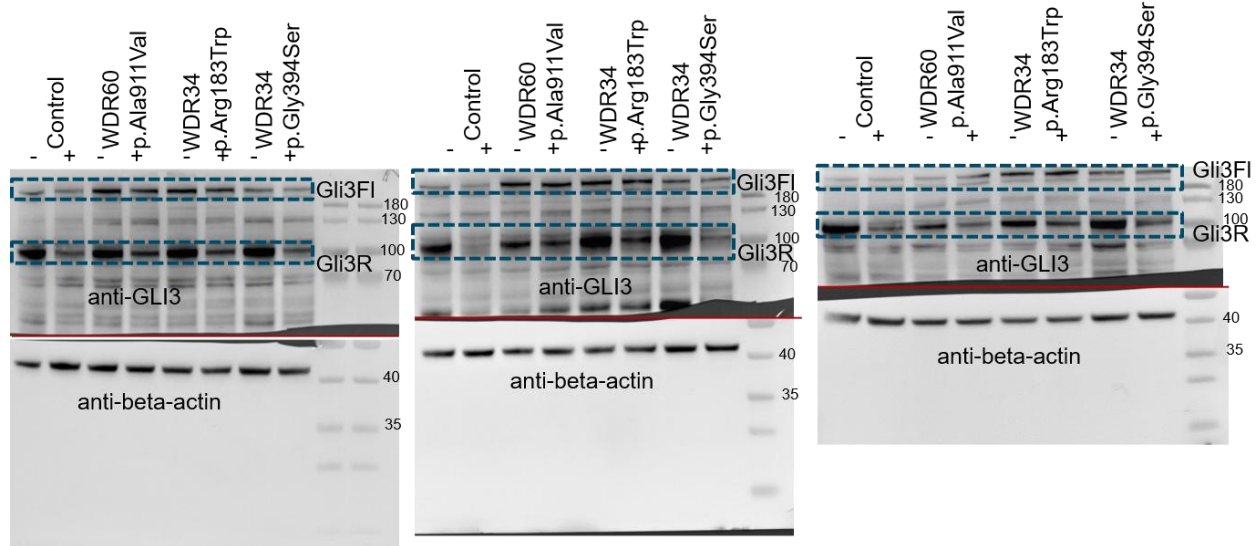

**Supplementary Fig.2. Full gel images showing expression levels of GLI3 full length.** GLI3 repressor and beta-actin as a loading control. GLI3FL: GLI3 full length; GLI3R: GLI3 repressor. n=3 independent experiments. beta-actin was assessed by cutting the blot after transfer (red line indicates the cut) This blot was cut after the transfer, due to the incompatibility of the antibodies namely, goat anti-gli3 and secondary Ab anti rabbit HRP which was used to detect beta actin.

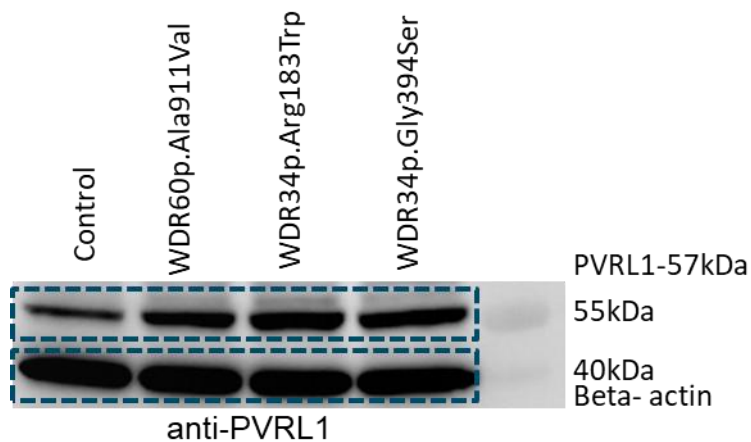

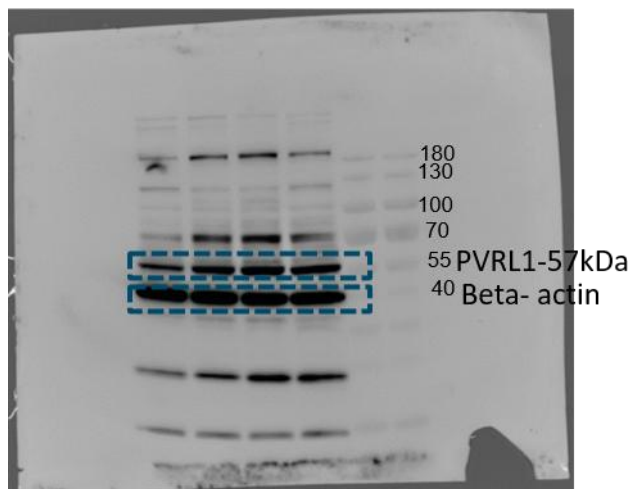

**Supplementary Fig. 3. Full gel images of PVRL1 western blot.** Beta-actin was used as the loading control.

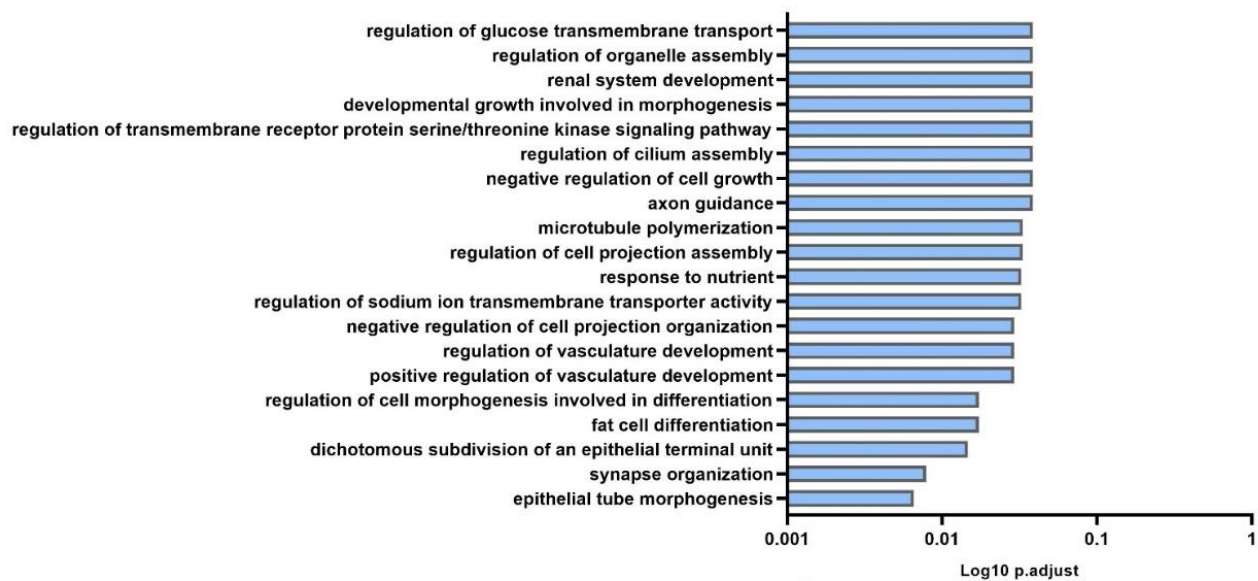

**Supplementary Fig. 4. GO term biological process differentially regulated in WDR60 p.Ala911Val clone in ciliated cells (The top 20 Gene Ontology (GO) terms are shown after similar terms have been removed. The full list of GO terms is provided in Supplementary Data 1)**

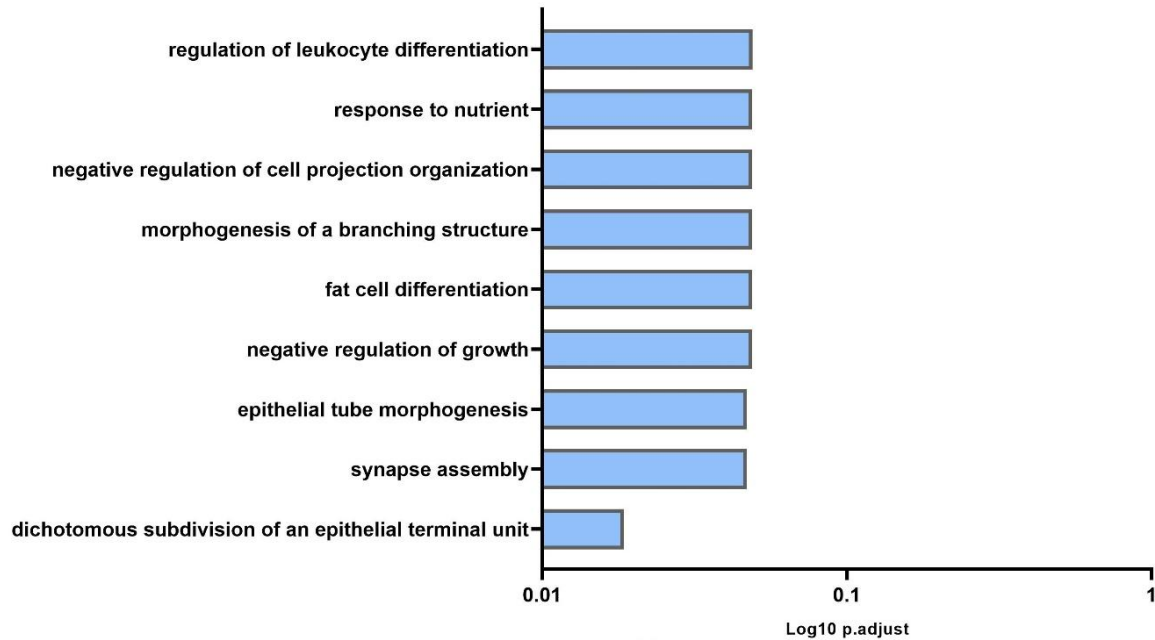

**Supplementary Fig.5. GO term biological process down regulated in WDR60 p.Ala911Val clone in ciliated cells.**

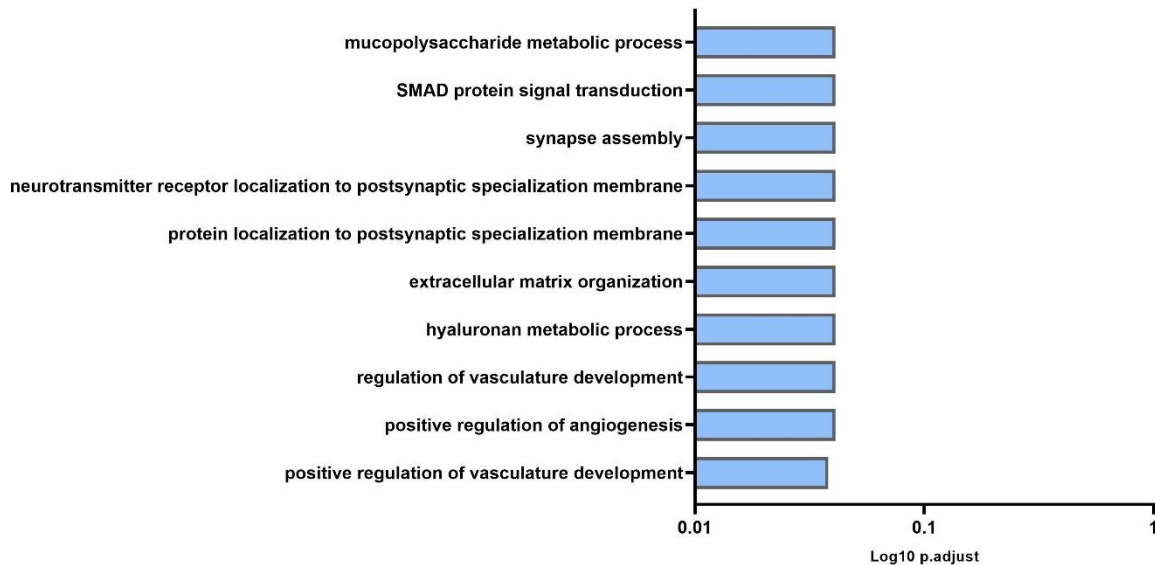

**Supplementary Fig.6. GO term biological process differentially regulated in WDR34 p.Arg183Trp clone in ciliated cells. The data used to generate the graph is provided in the Supplementary Data 2.**

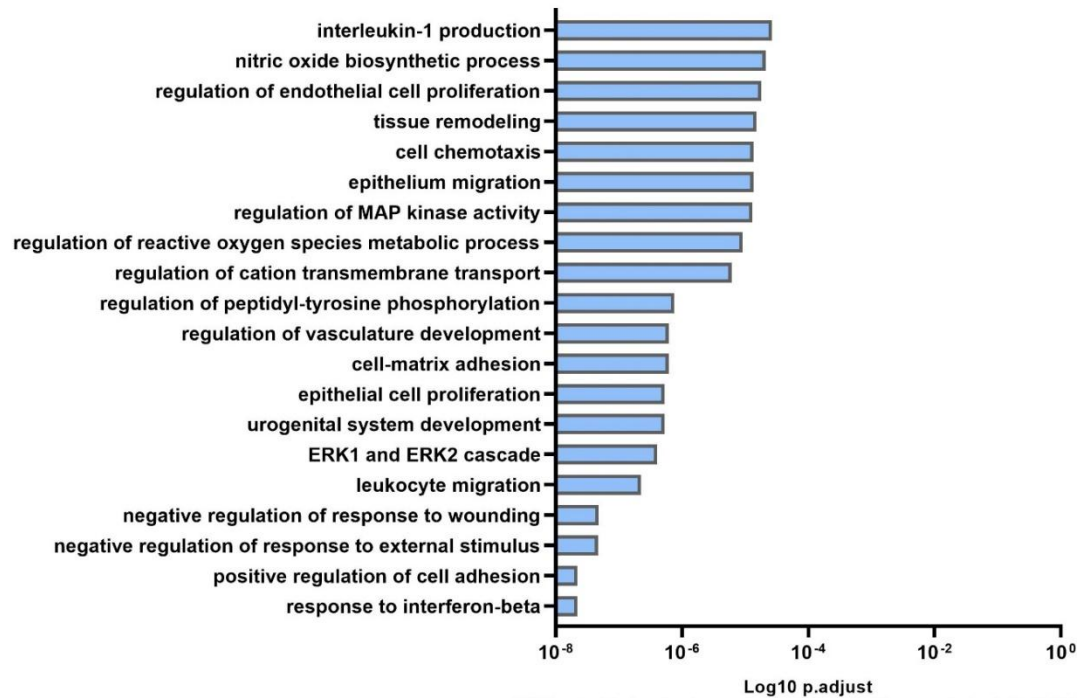

**Supplementary Fig. 7. GO term biological process differentially regulated in WDR34 p.Gly394Ser clone in ciliated cells (The top 20 Gene Ontology (GO) terms are shown after similar terms have been removed. The full list of GO terms is provided in Supplementary Data 3).**

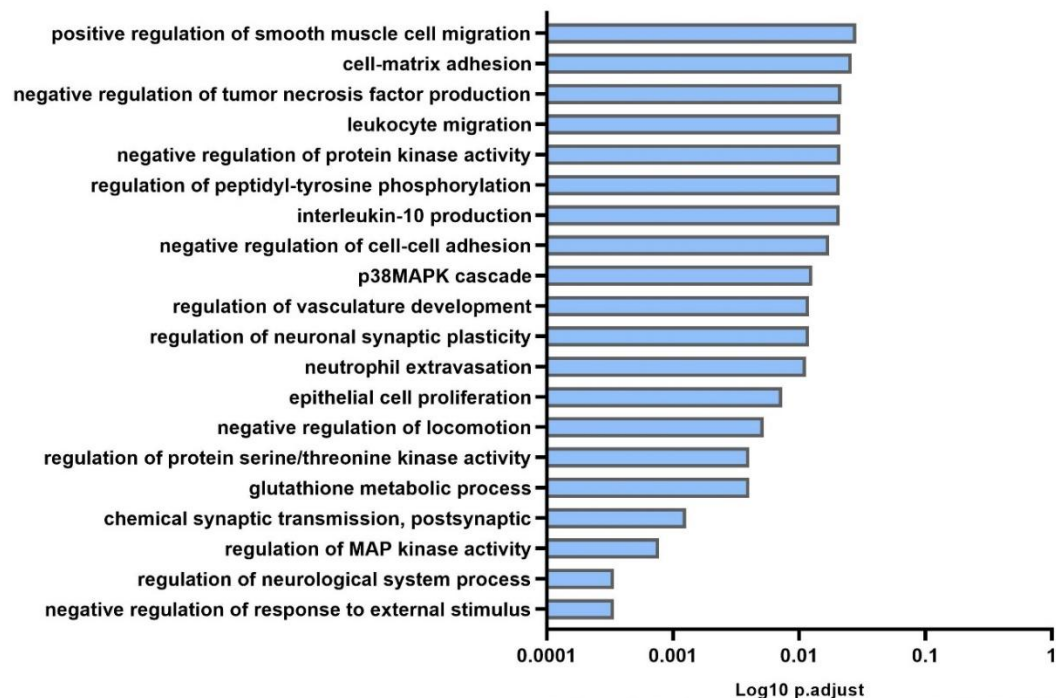

**Supplementary Fig. 8. GO term biological process downregulated in WDR34 p.Gly394Ser clone in ciliated cells (The top 20 Gene Ontology (GO) terms are shown after similar terms have been removed. The full list of GO terms is provided in Supplementary Data 3).**

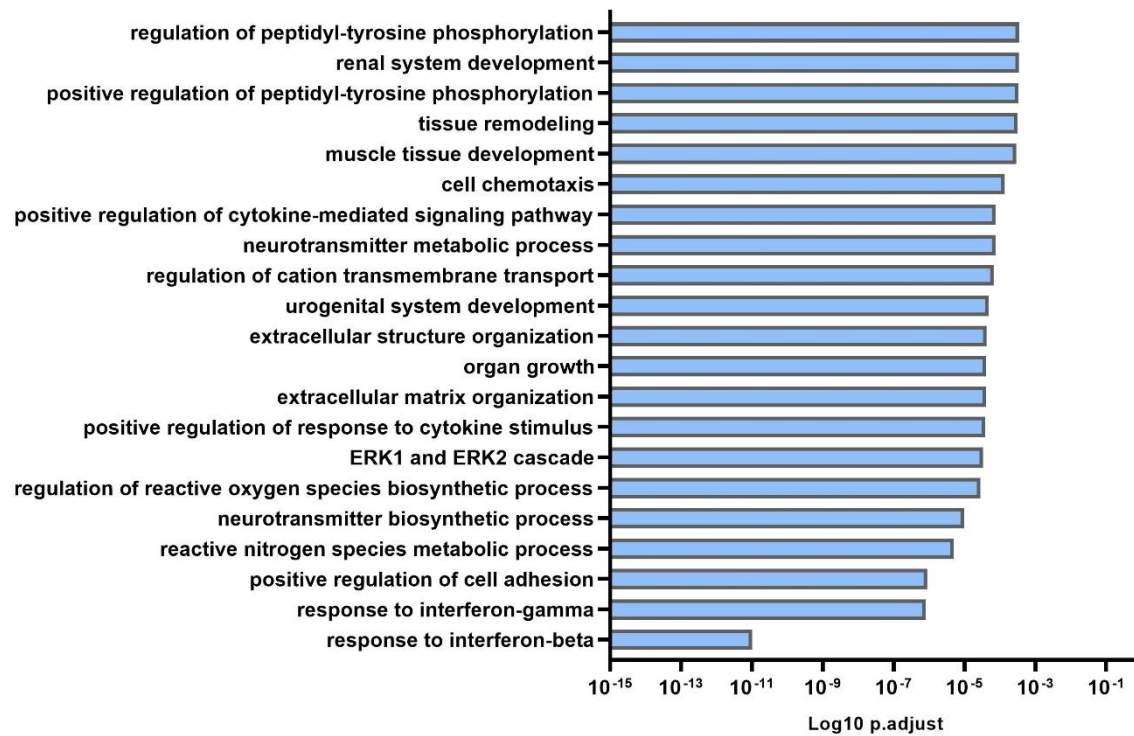

**Supplementary Fig.9. GO term biological process upregulated in WDR34 p.Gly394Ser clone in ciliated cells (The top 20 Gene Ontology (GO) terms are shown after similar terms have been removed. The full list of GO terms is provided in Supplementary Data 3).**

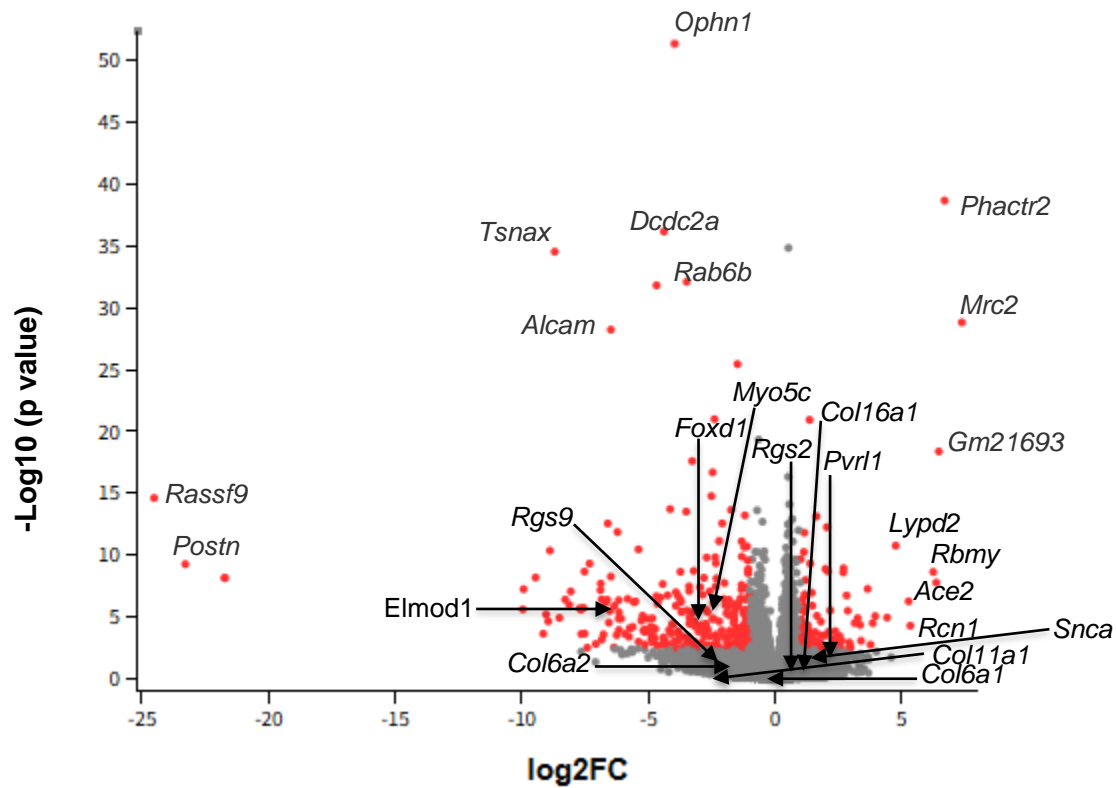

**Supplementary Fig. 10.** Volcano plot indicating differentially expressed genes in WDR60 p.Ala911Val clone versus controls in ciliated cells.

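Of 12456 genes tested in the ciliated Wdr60 clone, 363 were higher and 427 lower at a BH-adjusted p under 0.05 in edgeR without a limit on the fold change. Of the 20 genes named in the paper 17 were tested, with 1 called higher (Arxes2) and 5 lower (Dcdc2a, Elmod1, Foxd1, Myo5c and Rab6b). Among those not called, Zdhhc14 changed by -1.15 (SE 0.36, edgeR, BH-adjusted p = 0.0583) and Pvrl1 by 2.36 (SE 0.73, edgeR, BH-adjusted p = 0.0571) on the log2 scale (4 libraries of 1 clone against 16 libraries of 4 control clones).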

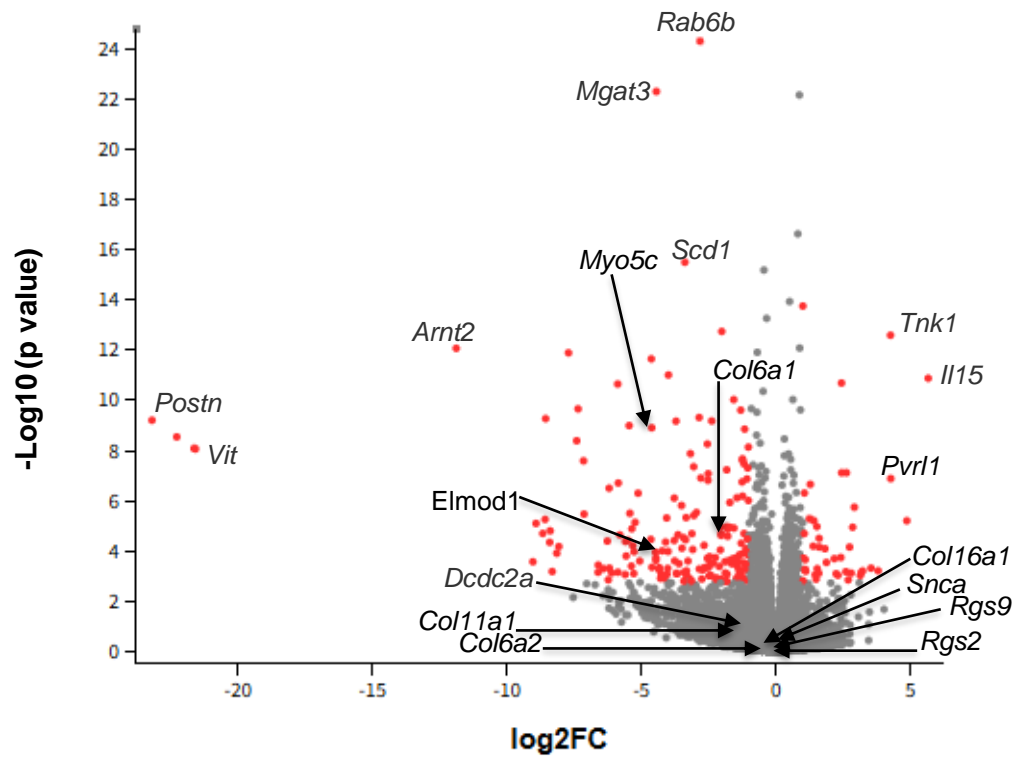

**Supplementary Fig. 11. Volcano plot indicating differentially expressed genes in WDR34 p.Arg183Trp versus controls in ciliated cells.**

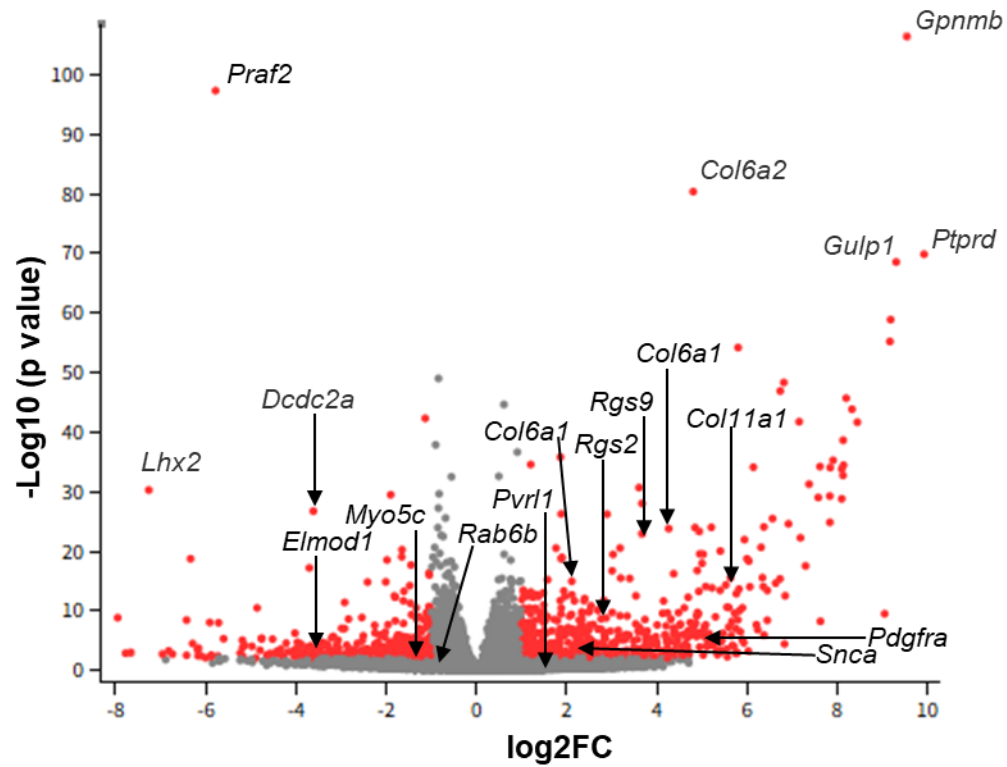

**Supplementary Fig. 12.** Volcano plot indicating differentially expressed genes in WDR34 p.Gly394Ser versus controls in ciliated cells.

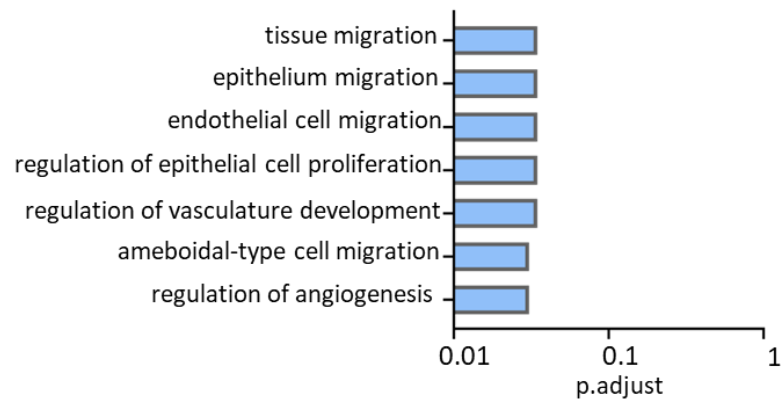

**Supplementary Fig.13. GO term biological process downregulated in dynein-2 mutants versus controls, shared between ciliated and non-ciliated cells. p.adjust value is from ciliated cells RNA sequencing analysis.**

I

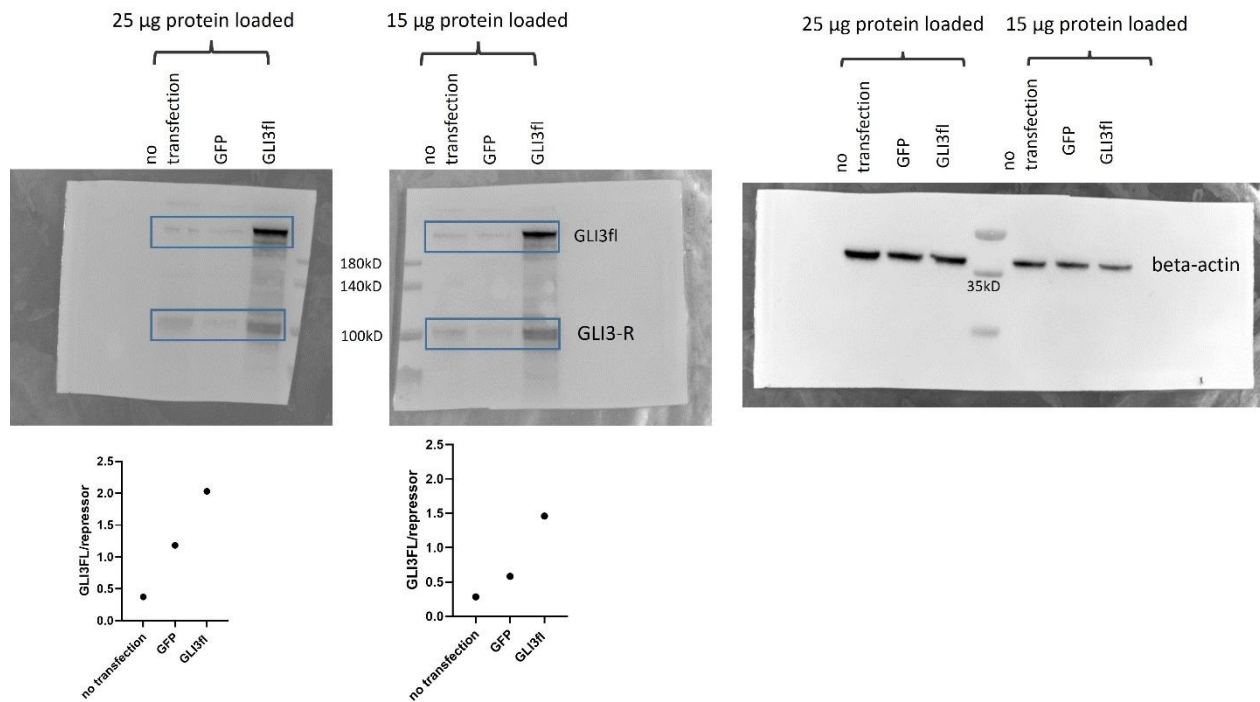

II

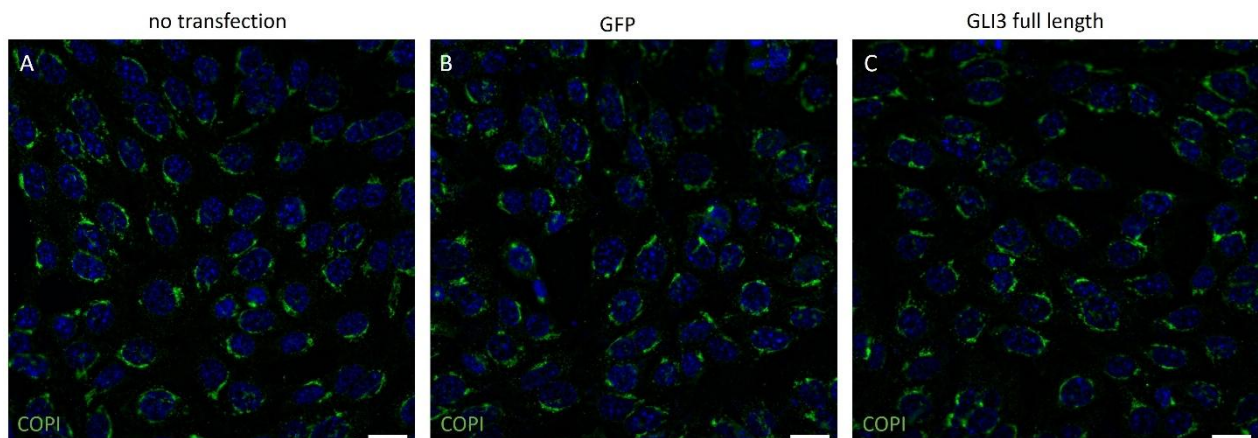

IMCD3 cells 24 hours post transfection with GFP (B), GLI3 full length (C) or no transfection (A). Scale bars 20 µm.

**Supplementary Fig. 14. I) Western blot analysis indicating the enhanced expression of GLI3FL in cells transfected with GLI3FL plasmid compared to cells transfected with GFP or without any transfection. II) Immunofluorescence analysis of control cells overexpressing GLI3FL shows no defect in COPI vesicles.**

# Supplementary material for: Base editing-derived models of human WDR34 and WDR60 disease alleles replicate retrograde intraflagellar transport (IFT) and hedgehog signaling defects
**Source:** Commun Biol. 2026 Jul 1;9:889. doi: 10.1038/s42003-026-10507-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary File**
File name: Supplementary data 1
Description: WDR60p.Ala911Val_ciliated cells GO_BP

File name: Supplementary data 2
Description: WDR34p.Arg183trp_ciliated cells GO BP

File name: Supplementary data 3
Description: WDR34p.Gly394Ser_ciliated cells GO_BP

File name: Supplementary data 4
Description: Differentially expressed genes WDR60p.Ala911Val_ciliated cells

File name: Supplementary data 5
Description: Differentially expressed genes WDR34p.Arg183trp_ciliated cells

File name: Supplementary data 6
Description: Differentially expressed genes WDR34p.Gly394Ser_ciliated cells

File name: Supplementary data 7
Description: Differentially expressed genes WDR34p.Gly394Ser_ciliated cells

File name: Supplementary data 8
Description: Raw data for Figure 4 F

# Supplementary material for: Base editing-derived models of human WDR34 and WDR60 disease alleles replicate retrograde intraflagellar transport (IFT) and hedgehog signaling defects
**Source:** Commun Biol. 2026 Jul 1;9:889. doi: 10.1038/s42003-026-10507-2
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software for data collection was used                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data analysis   | Transcriptomics bioinformatics<br>RNA sequence analyses were performed in house as previously described (Tosic et al., 2019). In brief, sequence reads were mapped to the mouse reference genome GRCm38/mm10 (iGenomes, Illumina; chromosomes 1-19, X, Y, M) using the Rsubread v1.28.1 package in R v3.4.4. Gene counts were retrieved from the mapping, applying the Rsubread::featureCounts function with the iGenomes reference genome gtf file for annotation (archive-2015-07-17-32-40 and archive-2015-07-17-33-26 for GRCM38). For differential expression analysis, DESeq2 v1.18.1 was used. First, the counts were normalized by library size (DESeq2::estimateSizeFactors) and by gene-wise dispersion (gene-wise geometric mean over the samples; DESeq2::estimateDispersions), then, the differential expression analyses were performed applying negative binomial generalized linear model fitting and Wald statistics on the normalized count data (DESeq2::DESeq2). Subsequently, the results were filtered for adjusted <i>p</i> < 0.05 and the log2 fold change values (log2FC) indicated in the figure legends. Interactive volcano and MDS plots were generated using the R package Glimma (1.10.1) and heatmaps using pheatmap (v1.0.12). For GO term enrichment analyses, gene symbols were converted to gene IDs using biomaRt (v2.38.0) and subsequently, enrichment was assessed and visualized using GO.db (3.7.0) and clusterProfiler (3.10.1). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Transcriptomic data is accessible in GEO, accession number GSE208712

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                        |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | no sex and gender bases analyses were performed however sex of included patients is reported with consent of the family. Sex assignment is based on clinical opinion of the referring clinician and self reporting and refers to biological sex        |
| Reporting on race, ethnicity, or other socially relevant groupings | no analyses bases on race, ethnicity or socially relevant groupings were performed, however country of origin is stated in the manuscript as reported by the including clinician. Consent for this was obtained from the family                        |
| Population characteristics                                         | No population based analyses were performed                                                                                                                                                                                                            |
| Recruitment                                                        | Referring clinician referred the patient and parents to identify the underlying genetic cause of the patient's health problems (genetic diagnostics)                                                                                                   |
| Ethics oversight                                                   | Molecular genetic diagnostics was performed under the Innovative Diagnostics Programme Radboudumc Nijmegen, The Netherlands, ethics committee Arnhem Nijmegen and Freiburg University Ethics committee, Freiburg, Germany under EKFR 122/20 Project P1 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | This study is not a clinical study nor a biostatistics study. There are few statistical analyses performed e.g. regarding ciliated cells mutant vs wildtype, cilia length, IFT accumulation or western blot quantification. n= 03 biological replicates were used as minimal datasets per genotypes |
| Data exclusions | no data was excluded                                                                                                                                                                                                                                                                                |
| Replication     | n= 3 biological replicates were used as minimal approach                                                                                                                                                                                                                                            |
| Randomization   | no randomization was performed                                                                                                                                                                                                                                                                      |
| Blinding        | no                                                                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

|                          |                                                 |
|--------------------------|-------------------------------------------------|
| n/a                      | Involved in the study                           |
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies are shown in the material and methods section: rabbit polyclonal IFT88 (13967-1-AP, Proteintech, Rosemont, IL, USA) , mouse monoclonal gamma tubulin primary antibodies (T6557, Sigma, Taufkirchen, Germany), Alexa fluor 568 goat anti-rabbit (A11011, Life technologies, Carlsbad, CA, USA) and Alexa fluor 633 goat anti-mouse IgG1 (A21126, Life technologies, Carlsbad, CA, USA) , goat polyclonal GLI3 antibody (AF3690, R&D systems, Minneapolis, Canada). , mouse monoclonal aPVRL1 (MABT61, Sigma, Taufkirchen, Germany), Rabbit polyclonal beta-actin antibody was (Ab8227, Abcam, Cambridge, UK) |
| Validation      | Antibody validation can be retrieved from suppliers homepages                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                           |
|----------------------------------------------------------------------|---------------------------------------------------------------------------|
| Cell line source(s)                                                  | IMCD3 cells were a kind gift if Prof Maxence nachury, Stanford University |
| Authentication                                                       | none                                                                      |
| Mycoplasma contamination                                             | none                                                                      |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | n/a                                                                       |

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                                        |
|-----------------------------|----------------------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | N/a, not a clinical trial but genetic diagnosis performed in a single family, ethics approval from radboudumc Nijmegen and EKFR 122/20 |
| Study protocol              | Exome sequencing of children with unclear underlying molecualr cause of skeleto-renal syndromic phneotypes                             |
| Data collection             | n/a not a clinical trial                                                                                                               |
| Outcomes                    | n/a not a clinical trial                                                                                                               |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

n/a no chipseq performd, trnascriptomics data is deposited under GEO GSE168582

Files in database submission

n/a

Genome browser session  
(e.g. [UCSC](#))

n/a

### Methodology

Replicates

n/a

Sequencing depth

n/a

Antibodies

n/a

Peak calling parameters

n/a

Data quality

n/a

Software

n/a

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

*Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*

Instrument

*Identify the instrument used for data collection, specifying make and model number.*

Software

*Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*

Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

Gating strategy

*Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

*Indicate task or resting state; event-related or block design.*

Design specifications

*Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

## Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

## Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐

Used

☐

Not used

## Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis:

☐

Whole brain

☐

ROI-based

☐

Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☒

Functional and/or effective connectivity

☒

Graph analysis

☒

Multivariate modeling or predictive analysis

How the deposited data were processed for this re-analysis (not part of the article)

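RNA sequencing of Cilia-APEX-IMCD3 cells was analysed for 52 libraries of 13 clones, counted separately in each state, each with 4 technical replicate libraries: 3 mutant and 4 control clones of ciliated cells and 2 mutant and 4 control clones of non-ciliated cells. Groups and clones were taken from the sample labels. The labels give no allele for the 2 ciliated Wdr34 clones, and the non-ciliated clones lack Wdr34 p.Gly394Ser, as the paper states. Human data, patient details and 1 gene that the paper names are not reported here.

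The authors aligned paired-end reads to GRCm38/mm10 with Rsubread v1.28.1 in R v3.4.4 and counted them per gene symbol with featureCounts; the deposited values are raw counts, without normalization. The paper names neither the strand setting nor the handling of reads that map to several genes, so the counts of overlapping genes and of near-identical copies are uncertain. For differential expression the authors used DESeq2 v1.18.1. The paper gives 12 G of raw data per sample. The 52 library totals had a median of 17414011.5 counts, and 13476 to 14637 genes had at least 1 count in a library. Symbols were joined to RefSeq genes of GRCm38.p6, which gave the coordinates, and codons were placed on GENCODE vM21 transcripts.

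Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr at its defaults, normalized by TMM, given dispersions with estimateDisp and tested with glmQLFit and glmQLFTest (2-sided). A gene was called at a BH-adjusted p under 0.05 and a log2 fold change of at least 1 in size. Comparisons were mutants against controls in each state, each ciliated mutant clone against the 4 controls, each ciliated control clone against the other 3, and the difference of the mutant effect between states (interaction, 12544 genes tested). Libraries were the samples of these tests, as technical replicates of few clones. For that reason clone means were compared by exact 2-sided permutation, and all splits of whole clones, 35 in ciliated and 15 in non-ciliated cells, were tested with the same edgeR fit.

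The fits were tested on simulated data with 11950 genes, of which 200 were changed. Without a clone effect, edgeR, DESeq2, clones summed and voomLmFit each recovered 100% of the changed genes with 0 false calls. With a clone effect as large as that among the control clones, edgeR recovered 96.5% with 533 false calls, DESeq2 96.5% with 579, voomLmFit with the clone as a block 93.5% with 173, and clones summed 75% with 5. The changed genes were drawn from the better expressed ones, and each changed by more than the limit for a call. Only the design of the ciliated comparison was simulated. Recovery of weakly expressed genes, of smaller changes and in non-ciliated cells was thus not tested.

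Groups, comparisons, named genes and all alternatives but 1 were chosen before the data were examined. The alternatives were DESeq2 Wald tests, RLE size factors, filters of at least 1 count in any library and of at least 10 counts in every library, the libraries of a clone summed, voomLmFit with the clone as a block, the replicate number as a block, an adjusted p under 0.05 alone or under 0.01, and leaving out each clone or each replicate number. Added after the data were seen was DESeq2 with each ciliated control clone left out. Leaving out each control clone covers each set of 3 ciliated control clones, in the single-clone comparisons as well; the paper's single-clone tables match all 4. Ontology enrichment, imaging, proteomics and blots were not analysed here. CPM of named genes are TMM-scaled within each state.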

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

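Chosen only after the result was seen were the tests on the single libraries and counts of control clones, on Col6a1 and Col6a2, and on splits of the clones; those on library size, ribosomal RNA and whole chromosomes were not. In 77 groups of 4 values, the libraries of a clone or the control clones at a named gene, 1 value lay far from the other 3 in 15 groups, where about 3.85 are given by chance. A value counted as far when the ratio of its gap to the range passed the critical value of Dixon's test for 4 values.

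Library 4 of the ciliated control G7 held 28.1 M counts (the other 3, 16.1 to 16.5 M) and 14123 genes with a count (13476 to 13570). Library size does not explain all of the genes: thinned at random to the mean total of the other 3, library 4 still had 13747. Library 2 of the non-ciliated Wdr34 p.Arg183Trp clone held 20.5 M counts (16.4 to 17.1 M). The ribosomal RNA gene Rn45s took 0.473% of the counts in library 3 of G7 (0.167% to 0.198%), 0.413% in library 3 of A4 (0.221% to 0.247%) and 0.0721% in library 3 of non-ciliated control 3 (0.178% to 0.198%). Without the counts of Rn45s 79 genes were called in ciliated cells, but leaving out 1 gene can hardly change the others, so that an effect of these shares on the called genes cannot be told apart. A different depletion of ribosomal RNA in single libraries may underlie them.

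In 9 cases 1 control clone lay far from the others at a named gene. In ciliated cells these were Col11a1 in G7 (0.178 CPM; others 0 to 0.0259), Ctsh in G7 (0.317; 20.3 to 22.4), Foxd1 in G7 (122; 7.98 to 25.1), Elmod1 in D8 (4.05; 0.346 to 0.606) and Zdhhc14 in A4 (3.32; 1.46 to 1.76). In non-ciliated cells they were Rgs2 in control 3 (1.08; 0.267 to 0.391), Elmod1 in control 3 (10.7; 0.0635 to 1.73), Col6a2 in control 2 (9.10; 0.537 to 1.70) and Plxnd1 in control 2 (187; 13.8 to 42.7). A single deviating library is not the cause, as all 4 libraries of the clone lay outside the range of the other clones' libraries in each case. Few counts could explain 1 of the 9 cases, Col11a1, with under 10 counts per library on the higher side. Shifts of whole chromosomes account for at most 0.0423 of the log2 deviation. A candidate explanation is a stable difference of the clone, from its isolation or culture, which these data cannot tell from an effect of editing.

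The mutant effect differed between ciliated and non-ciliated cells for 149 genes, 141 with a higher and 8 with a lower change in ciliated cells, and at least as many were found in 91 of 100 pairs of splits of the clones, so that differences between clones alone could give this number. The pairs were not matched by clone between the states, so that this share may be too high. Among named genes, the difference of log2 fold changes was 4.24 for Col6a1 (edgeR, BH-adjusted p = 0.00963) and 5.01 for Col6a2 (edgeR, BH-adjusted p = 0.00706). Without the Wdr34 clone labelled 3 these were 0.80 and 1.11 (edgeR, BH-adjusted p = 0.671 and 0.626), and without non-ciliated control 2 they were 3.08 and 3.41 (edgeR, BH-adjusted p = 0.0782 and 0.0709). In ciliated cells 1 of 3 mutant clones was above all controls for both genes. Expression in 1 mutant clone and 1 control clone may therefore account for both differences. By the paper's account, state, serum and time of sequencing change together, and they are not told apart. Beyond naming Wdr60 in both states, the labels do not say which clones are the same.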

How the results depend on the processing

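DESeq2 with single ciliated control clones left out was chosen only after the result was seen. In ciliated cells, the 50 genes higher and 27 lower became 177 and 120 with DESeq2, 230 and 63 with a filter of at least 1 count in any library, 15 and 8 with at least 10 counts in every library, 5 and 2 with voomLmFit and the clone as a block, 0 and 0 with the libraries of a clone summed (148 genes at an unadjusted p under 0.05), 189 and 190 at an adjusted p under 0.05 alone and 26 and 8 at an adjusted p under 0.01. Leaving out 1 clone or replicate number gave 17 to 146 and 5 to 197. DESeq2 gave 192 and 64 without D8, 315 and 199 without H12, 133 and 92 without A4 and 351 and 338 without G7. RLE size factors gave 50 and 27, and 56 and 312 in non-ciliated cells.

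In non-ciliated cells, 59 higher and 309 lower became 106 and 511 (DESeq2), 126 higher (at least 1 count), 16 and 135 (at least 10 counts), 0 and 9 (voomLmFit), 0 and 0 (clones summed, 582 unadjusted), 855 and 948 (adjusted p alone) and 30 and 175 (adjusted p under 0.01); leaving out gave 17 to 159 and 143 to 368. Of genes shared by both states, 13 higher and 14 lower became 27 and 42, 29 and 31, 1 and 3, 0 and 0 (voomLmFit), 0 and 0 (clones summed), 75 and 68, and 7 and 5 in the same order, and 2 to 20 and 3 to 72 on leaving out.

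For single clones the same order holds, without sums and voomLmFit. In the Wdr60 clone, 80 higher and 161 lower became 126 and 306 (DESeq2), 45 and 76 (at least 10 counts), 363 and 427 and 37 and 68, and 31 to 207 and 51 to 254 on leaving out. In the Wdr34 clone labelled 1, 27 and 57 became 50 and 191, 10 and 28, 116 and 156 and 9 and 28, and 3 to 100 and 10 to 214. In the clone labelled 3, 457 and 271 became, for higher genes, 783 (at least 1 count), for lower genes, 421 (DESeq2), and 170 and 172 (at least 10 counts), 1237 and 1372 and, for lower genes, 105, and 366 to 798 and 120 to 834. The median total of a control clone, 561, became 361 (at least 10 counts), 2596.5, 311, and 294 to 1350. The 149 genes of the interaction became 283, 49, 0 (voomLmFit), 0 (clones summed, 136 unadjusted), 237, 40, and 7 to 585.

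With the replicate number as a replicate block, 17 ciliated genes were lower, 16 were higher in the Wdr34 clone labelled 1, and the interaction had 79. Deviations of libraries with the same number correlated at 0.028 in ciliated and -0.005 in non-ciliated cells, so that the number does not mark a batch common to all clones. A mean over all pairs cannot exclude a batch in some clones. Library 1 differed from the others of its clone by a chi-square per degree of freedom of 51.4 to 56.3 in the non-ciliated Wdr60 clone. In the control AB it was 76.5 to 86.2. In the ciliated Wdr60 clone, libraries 1 and 2 differed from libraries 3 and 4 by 45.4 to 104. Within these pairs the value was 16.0 and 7.28. Library 4 of G7 stood at 43.9 to 68.8 from the others of its clone, and library 1 of A4 at 27.6 to 58.6. Without replicate 1, 70 non-ciliated genes were higher and 287 lower, against 17 to 18 and 143 to 157 without another number.

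Over 30 single-gene results and 548 alternatives, 425 stayed as they were, 108 fell short of the limits, 12 passed them newly and 3 changed sign. Without the Wdr34 clone labelled 3, Rgs9 was at -0.42, Col6a1 at -0.68 and Wdr34 at 0.24, and on leaving out other clones they reached 2.77, 3.33 and -0.26. A strong dependence on that clone is thus a candidate explanation for the calls of Rgs9 and Col6a1 in ciliated mutants. Of the 50 genes called higher, 40 were also called in that clone alone, and 44 were called higher without it. This dependence does not account for the number of genes called lower. Of these 27, 12 were also called in that clone, and without it 112 were called lower.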

Differences from the paper's values

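Chosen only after the result was seen was DESeq2 with single ciliated control clones left out. The paper's Fig. 4 shows about 160 genes higher and about 110 lower in ciliated mutants, where edgeR called 50 and 27, and about 97 higher and about 490 lower in non-ciliated mutants, where it called 59 and 309. In the text 24 genes are higher and 42 lower in both states, 66 in all, against 13, 14 and 27 here. Supplementary Data 4 gives 280 genes lower in the Wdr60 clone, against 161 here. Supplementary Data 5, whose mean counts match the Wdr34 clone labelled 1, gives 44 higher and 175 lower, against 27 and 57 here.

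DESeq2, the paper's tool, brought each of these counts to within 1.5 times of the paper's: 177, 120, 106, 511, 27, 42, 69, 306, 50 and 191. A filter of at least 1 count in any library did so for 230, 126, 439, 29, 31, 60 and 32, but not for genes lower in ciliated mutants (63), in the Wdr60 clone (153) or in the clone labelled 1 (46). For genes higher in ciliated mutants an adjusted p alone (189) and leaving out H12 (112), G7 (146), the Wdr34 clone labelled 1 (123) or the Wdr60 clone (107) also came close, and for those lower leaving out H12 (103) or the Wdr34 clone labelled 3 (112). For non-ciliated cells, leaving out the Wdr34 clone (122 higher), replicate 1 (70 higher) or control AB (368 lower) did so. Shared genes came close without AB (20 higher), H12 (30 lower, 45 in all), G7 (28 lower) or the Wdr34 clone labelled 3 (84 in all), and genes lower in the Wdr60 clone without H12 (254) or G7 (246). In the clone labelled 1, leaving out A4 (37 higher, 124 lower), G7 (63 and 214) or H12 (119 lower) and an adjusted p alone (156 lower) came close. DESeq2 without D8 (192 higher) or A4 (133 higher, 92 lower), chosen only after the values were seen, came close in ciliated cells, and without H12 or G7 it did not. The remaining alternatives stayed more than 1.5 times away. In ciliated cells DESeq2 tested 17930 genes and edgeR 11950.

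The paper states 3 controls for ciliated cells, for all mutants and again for the single clones, and 4 controls elsewhere; its single-clone tables match 4.

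Some single genes differ as well. Elmod1, Col6a2 and Col11a1 in ciliated cells did not pass the filter and were called by DESeq2, Elmod1 lower and the others higher (BH-adjusted p = 3.00e-07, 0.000110 and 0.0199), and by edgeR with at least 1 count in any library (BH-adjusted p = 0.00144, 0.00851 and 0.0189). Vegfa in ciliated cells was at -0.999 and not called, and DESeq2 gave -1.00 (BH-adjusted p = 0.0105; over all alternatives 0.000495 to 1.00). The paper reports lower Vegfa only in ciliated cells, while the difference between states had a BH-adjusted p of 0.379 in edgeR. The paper reports Celsr1, Plxnd1 and Ctsh as lower in the Wdr60 clone; they had BH-adjusted p of 0.0901, 0.0882 and 0.115 in edgeR and were not called, while DESeq2 called all 3 lower (BH-adjusted p = 0.0234, 0.0207 and 0.0184). Over the alternatives their adjusted p ran from 0.00586 to 0.263 for Celsr1, 0.00356 to 0.244 for Plxnd1 and 5.16e-08 to 0.306 for Ctsh.

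The paper describes lower Dcdc2a and Rab6b and higher Rgs2 in all mutants. In the ciliated Wdr34 clone labelled 1, Dcdc2a (-0.69, BH-adjusted p = 0.299, edgeR) and Rgs2 (0.13, BH-adjusted p = 0.934, edgeR) were not called, nor was Rgs2 in the Wdr60 clone (0.62, BH-adjusted p = 0.528, edgeR). In the clone labelled 3 Rab6b was not called (-0.63, BH-adjusted p = 0.0923, edgeR). The paper finds no influence on dynein-2 genes. A small change of Wdr60 and, in the clone labelled 3, a larger one of Wdr34 (-0.90, BH-adjusted p = 0.000163, edgeR) were seen here. In single ciliated clones 0 dynein-2 genes were called. Without the limit on the log2 fold change, 1 had an adjusted p under 0.05 in the Wdr60 clone (smallest 0.0243, edgeR, BH). In the clone labelled 1 there were 2 (smallest 0.0103) and in the clone labelled 3 also 2, Wdr34 among them.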

Other observations

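Chosen only after the result was seen were the splits of the clones, the exchange of labels, the chromosome 2 test of Wdr34 and the use of the comparisons of single mutant and control clones to explain a pattern; the tests of the chromosome shifts were not.

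Splits of whole clones gave as many called genes as the real grouping in 26 of 35 (higher) and 30 of 35 (lower) cases in ciliated cells, 11 of 15 and 3 of 15 in non-ciliated cells, and 123 and 167 of 525 for genes shared by both states. With the Wdr60 clones of both states in the same group, 80 and 99 of 275 pairs gave as many shared genes, and other clones could not be matched by their labels. In the single-clone comparisons they were 5 of 5 for the Wdr60 clone, 5 of 5 for the Wdr34 clone labelled 1 and 3 of 5 for the clone labelled 3. Differences between clones could therefore account for the numbers of called genes in ciliated cells and of shared genes, and as well for those of genes higher in non-ciliated mutants and of genes in the Wdr60 clone and the clone labelled 1, where most or all splits gave as many. Fewer splits did so for genes lower in non-ciliated mutants and for the 457 genes higher in the clone labelled 3 (1 of 5, at most 380 in the others), in designs whose shares cannot be under 0.0667 and 0.2. The median of 561 genes between a control clone and the others came from fits against 3 clones. Mutant clones were fitted against 4, so that their totals are not compared with it. In placements of the same form, control clones gave 241 to 2228 genes beside the Wdr60 clone (241). They gave 192 to 2136 beside the Wdr34 clone labelled 1 (84) and 454 to 1805 beside the clone labelled 3 (728).

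With edgeR, the excess of genes higher over genes lower in ciliated mutants depended on single clones. Without the Wdr34 clone labelled 3, lower genes exceeded higher ones by 68, and without the control G7, 197 were lower and 146 higher. DESeq2 kept more higher than lower genes without G7 (351 and 338), D8 (192 and 64), H12 (315 and 199) or A4 (133 and 92). The reversal without G7 was thus seen with edgeR only. In non-ciliated mutants lower genes exceeded higher ones by at least 178 without either mutant clone, so 1 clone is unlikely to account for that direction.

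Whole chromosomes were shifted in single clones. The 12 largest shifts of a chromosome's median log2 CPM against the control clones were 0.327 to 0.510 in size, among them chromosome 6 in control AB (-0.51), in the Wdr60 clone of non-ciliated (-0.47) and ciliated cells (-0.38) and in H12 (-0.33), and chromosomes 2 (-0.39), 4 (0.38) and 15 (-0.38) in the Wdr34 clone labelled 3. Bias by GC content or transcript length does not account for them, as at least 0.929 and 0.877 of each shift was left after its removal. Neither does a single library or a few genes: all 4 libraries showed each shift at 0.5 of its size or more, and at least 83.5% of the chromosome's genes lay on its side. A gain or loss of whole chromosomes in part of the cells of a clone is a candidate explanation. After each clone's chromosome medians were removed, 68 ciliated genes (46 higher, 22 lower, 65 of them called before) and 364 non-ciliated genes (54 and 310, 346 of them called before) were called. Shifts of this size could hardly change calls at a log2 fold change of 1, and effects on genes of other chromosomes are not removed, so that the share of the called genes due to this cause stays open.

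These profiles recur between the states. The Wdr60 clone's profiles correlated at 0.941 over chromosomes, more than with any other clone (0.580). An exchange of its labels between the states would leave this value as it is, so that the correlation cannot test it. The share of counts held by the most abundant genes argues against an exchange. It was 2.62% to 2.96% in the ciliated Wdr60 libraries and 3.89% to 4.43% in the non-ciliated ones. Other ciliated libraries had 2.47% to 3.26%, and other non-ciliated libraries 3.16% to 4.09%. Correlations of 0.938 between D8 and control 3, 0.911 between G7 and control 2 and 0.823 between H12 and AB suggest that some control clones may be the same in both states, while A4 (0.498 with control 1) and the Wdr34 clone labelled 3 (at most 0.230) had no close match. The Wdr34 clone labelled 1 was closest to non-ciliated Wdr34 p.Arg183Trp (0.886). No identity was assigned from these values.

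Wdr34 was lower in the Wdr34 clone labelled 3 (-0.90), and -0.52 was left (edgeR, BH-adjusted p = 0.0246) when the median shift of chromosome 2, where it lies, was removed. That shift may account for part of the change, though not for most of it. The paper does not report it.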
